# Testis exposure to unopposed/elevated activin A *in utero* affects somatic and germ cells and alters steroid levels mimicking phthalate exposure

**DOI:** 10.3389/fendo.2023.1234712

**Published:** 2023-09-01

**Authors:** Penny A. F. Whiley, Michael C. M. Luu, Liza O’Donnell, David J. Handelsman, Kate L. Loveland

**Keywords:** spermatogenesis, gonocyte, testicular dysgenesis, MEHP, phthalate, multinucleated germ cell, inhibin

## Abstract

Correct fetal testis development underpins adult male fertility, and TGFβ superfamily ligands control key aspects of this process. Transcripts encoding one such ligand, activin A, are upregulated in testes after sex determination and remain high until after birth. Testis development requires activin signalling; mice lacking activin A (*Inhba* KO) display altered somatic and germ cell proliferation, disrupted cord elongation and altered steroid synthesis. In human pregnancies with pre-eclampsia, the foetus is inappropriately exposed to elevated activin A. To learn how this affects testis development, we examined mice lacking the potent activin inhibitor, inhibin, (*Inha* KO) at E13.5, E15.5 and PND0. At E13.5, testes appeared similar in WT and KO littermates, however E15.5 *Inha* KO testes displayed two germline phenotypes: (1) multinucleated germ cells within cords, and (2) germ cells outside of cords, both of which are documented following *in utero* exposure to endocrine disrupting phthalates in rodents. Quantitation of Sertoli and germ cells in *Inha* KO (modelling elevated activin A) and *Inhba* KO (low activin A) testes using immunofluorescence demonstrated activin A bioactivity determines the Sertoli/germ cell ratio. The 50% reduction in gonocytes in *Inha* KO testes at birth indicates unopposed activin A has a profound impact on embryonic germ cells. Whole testis RNAseq on *Inha* KO mice revealed most transcripts affected at E13.5 were present in Leydig cells and associated with steroid biosynthesis/metabolism. In agreement, androstenedione (A4), testosterone (T), and the A4:T ratio were reduced in *Inha* KO testes at E17.5, confirming unopposed activin A disrupts testicular steroid production. E15.5 testes cultured with either activin A and/or mono-2-ethylhexyl phthalate (MEHP) generated common histological and transcriptional outcomes affecting germline and Leydig cells, recapitulating the phenotype observed in *Inha* KO testes. Cultures with activin A and MEHP together provided evidence of common targets. Lastly, this study extends previous work focussed on the *Inhba* KO model to produce a signature of activin A bioactivity in the fetal testis. These outcomes show the potential for elevated activin A signalling to replicate some aspects of fetal phthalate exposure prior to the masculinization programming window, influencing fetal testis growth and increasing the risk of testicular dysgenesis.

## Introduction

Proper testis development in fetal life is central to male reproductive health. *In utero* disruptions due to physiological insults or exposure to environmental toxins can lead to inappropriate cell signalling that impairs somatic and germ cell function. This increases the risk for a range of reproductive disorders including hypospadias, cryptorchidism, testicular cancer and infertility, collectively termed Testicular Dysgenesis Syndrome, TDS (1). Because the cell signalling inputs required for normal development are vulnerable to physiological and environmental insults, it is important to consider what pathways are activated in pregnancy that may contribute to increasing rates of TDS phenotypes.

In this study, we focus on activin A, a highly conserved growth factor in the TGF-β superfamily (100% identical between human and mouse). It is central to fetal testis development, and its levels are increased during human pregnancy under certain pathological conditions. Elevated activin A in maternal serum during pregnancy is an indicator of both pre-eclampsia and fetal growth restriction (2, 3), which each affect an estimated 3-8% of all pregnancies. In pregnancies complicated by intraamniotic infection, activin A levels in the amniotic fluid are increased, and correlate directly with infection severity (4). Activin A is significantly elevated in both maternal and fetal cord blood of women taking selective serotonin re-uptake inhibitors (SSRIs) (5). Thus, activin A can be elevated in several pregnancy complications, and the present study begins to address the knowledge gap regarding whether these conditions can ultimately influence testis development or male fertility.

Studies conducted with mice have demonstrated crucial roles for activin A in fetal testis growth. Testes first develop after sex determination at E11.5 in mice, accompanied by elevation of transcripts encoding activin A (*Inhba*), which peak at birth (6). Conversely, in fetal ovaries, *Inhba* levels remain low and its potent antagonist, follistatin, is produced (7). The rise in *Inhba* transcripts coincides with development of the testis cords and production of factors, including hormones, which enable masculinization of the reproductive tract. During cord formation, emerging Sertoli cells enclose the germ cells (also termed gonocytes or pro-spermatogonia) to create the niche that enables spermatogenesis. This process is accompanied by recruitment, differentiation, and organisation of several somatic cell types (8–11), with the result that the surrounding interstitium becomes populated with fetal Leydig cells, immune cells, fibroblasts, lymphatics and vasculature (12–14). Between E13.5 – E15.5, the mitotically active germ cells become quiescent, and a subset of apoptosis-poised germ cells undergo a wave of programmed cell death, considered to select for germline reproductive fitness (15, 16). Ultimately, the Sertoli and peritubular myoid cells establish the basement membrane which forms a permanent boundary between the cords/seminiferous tubules and interstitium.

Fetal and adult Leydig cells emerge from a common early steroidogenic precursor following sex determination, as recently delineated by single cell RNAseq (17) and discussed in (18). Production of activin A by fetal Leydig cells predominantly affects Sertoli cells (12, 19) which in turn drives multiple aspects of fetal testis development. Mice lacking activin A (*Inhba* global knockout) exhibit reduced Sertoli cell numbers and proliferation and increased germ cell numbers at birth (6, 12), while Leydig cell-specific deletion of *Inhba* (*Amhr2^cre^* ^/+^; *Inhba* ^fl/-^) results in reduced cord coiling between E15.5 and birth (12), showing activin A promotes fetal Sertoli cell proliferation. The potent activin antagonist, inhibin, is formed by dimerization of an inhibin α subunit (encoded by *Inha*) with a β subunit (inhibin A is an α:βA dimer, inhibin B is an α:βB dimer). In postnatal and adult testes, Sertoli cell production of inhibin B regulates pituitary FSH production by antagonising activin's stimulatory effect on FSH production by gonadotropes. Pituitary-derived FSH can also influence Sertoli cell proliferation from late fetal development but is considered to have the greatest influence on Sertoli cell numbers around the time of puberty; FSH signalling in fetal life is not regarded as vital for Sertoli and Leydig cell development (20–24).

We previously showed that the absence of activin A alters the testis steroid milieu specifically through its actions in Sertoli cells (19). Fetal Sertoli cells are the sole cellular site of transcripts (*Hsd17b1*, *Hsd17b3*) encoding the enzymes that convert androstenedione (A4) into testosterone (T). In *Inhba* KO mouse testes, their levels are markedly reduced, as is the level of T (19, 25, 26). These findings demonstrate the importance of activin A bioactivity to normal testosterone production during a critical period of embryo growth.

Perturbed androgen synthesis in the fetal testis can also be caused by exposure to endocrine disruptor chemicals (EDCs). Rodents exposed *in utero* to mono-ethylhexyl phthalate (MEHP), a phthalate ester commonly used as a plasticiser, during the masculinization programming window (MPW; E15.5-E18.5 in rats and weeks 8-11 in humans) interrupts both testicular development and androgen synthesis (27, 28). EDC exposure and the resulting disruption to steroidogenesis cause a range of phenotypes in the developing testis, including altered seminiferous cord formation and the emergence of multinucleated gonocytes (MNG). EDCs have indirectly, but not experimentally, been linked to an increased risk of male infertility and testicular cancer in humans (29, 30).

Although we previously showed that activin A deficiency disturbs fetal male gonad development and steroidogenesis, whether the reciprocal condition of elevated activin A influences fetal testis development is unknown. Given the range of pregnancy conditions linked with elevated activin A, it is important to identify the consequences of exposure to inappropriately high activin A for testis development. This study employs an established mouse model lacking the selective activin A inhibitor, inhibin (encoded by *Inha*), that features unopposed activin A, with chronically elevated activin A measured in adults (31, 32). We examined *Inha* WT and KO mouse testes at E13.5, E15.5 and PND 0, and compared them to *Inhba* WT and KO testes. The results reveal dose-dependent responses to activin A on gene expression and steroid production during the early stages of gonad masculinisation. The observation of phenotypes in *Inha* KO testes that are common to phthalate/endocrine disrupting chemical exposure highlight the potential for a functional relationship between activin A and MEHP which could determine male reproductive tract development and adult fertility.

## Materials and methods

### Animals

Two established mouse lines formed the basis of this work: *Inha* KO, lacking the *Inha* mature subunit coding sequence (31) and *Inhba* KO (BA 192), which lacks the *Inhba* mature subunit coding sequence (33). Both were maintained on a C57/Bl6 background. In addition, we utilised the *Inha* x OG2 (bearing Oct4-GFP) mouse strain described previously (19). All three lines were maintained by heterozygote breeding, and genotypes were determined by commercial vendor using real-time PCR (Transnetyx, TN, USA). Testes were collected from E13.5, E15.5 and PND 0 testes of *Inha* WT (wildtype) and KO littermates, E12.5, E13.5, E14.5 and E15.5 *Inhba* WT and KO littermates, and E15.5 WT and E17.5 WT and KO pups from the *Inha* x OG2 strain. For timed matings, the presence of a vaginal plug was used to determine embryonic day (E) 0.5 of pregnancy. Embryonic age was determined at the time of collection from fore- and hind-limb development and male gonads identified by the presence of testis cords. Natural birth, occurring on E19.5 – E20.5, was recorded as postnatal day 0 (PND 0). Testes were dissected free from mesonephros or epididymis at the time of collection. Mice were housed at the Monash Medical Centre Animal Facility in accordance with the Australian Code of Practice for the Care and Use of Animals for Scientific Purposes (1997), with a 12hr light/12hr dark cycle with food and water available ad libitum. This study was approved by the Monash University Animal Ethics Committee.

### Tissue collection

Testes were collected from E13.5 and E15.5 embryos and PND 0 pups. One testis was fixed in Bouin’s solution (Sigma-Aldrich) for 20 - 60 mins depending on age (E13.5: 20 mins, E15.5: 30 mins, PND 0: 60 mins), washed twice in 70% ethanol and stored at 4°C in 70% ethanol. Tissues were processed and embedded in paraffin wax using standard protocols by the Monash University Histology Platform (MHTP node), with 4 µm serial sections cut onto Superfrost™ Plus (Fisher Scientific) slides. The second testis was either fixed in 4% paraformaldehyde in PBS (PFA) (Alfa Aesar, Cat # J61899) for 40-90 mins depending on age (E13.5: 40 mins, E15.5: 60mins, PND 0: 90 mins) or snap-frozen and stored at -80°C for RNA. Incubations and washes were at room temperature (RT) unless otherwise indicated.

### Immunofluorescence

Sections on slides were dewaxed in histosol, then rehydrated in a series of decreasing ethanol concentrations (100% to 70%). All washes and incubations were at RT unless otherwise specified. Antigen retrieval was performed by microwaving slides in 50 mM glycine buffer (pH 3.5) for 10 minutes, then allowing them to cool for 20 mins. Tissue sections were blocked using 5% bovine serum albumin (BSA, Sigma-Aldrich, Cat # A7906) diluted in phosphate buffered saline (PBS, made from a 10X PBS stock, Gibco, Cat #70011-044) to prevent non-specific staining. All primary antibodies (DDX4, AF2030, R&D Systems, 1:400, RRID : AB_2277369; SOX9, Santa Cruz, sc-20095, 1:500, RRID : AB_661282; SMA, Sigma-Aldrich, A2547, 1:1000, RRID : AB_476701) were diluted in 1% BSA/PBS and applied overnight at 4°C. Negative control slides lacked primary antibodies. The next day, slides were washed 3 x 5 minutes in PBS, and sections were incubated with appropriate secondary antibodies (Alexa Fluor 488 donkey anti-mouse, Cat # A-21202, RRID : AB_141607; Alexa Fluor 488 donkey anti-goat, Cat # A-11055, RRID : AB_2534102; Alexa Fluor 546 goat anti-rabbit Cat # A-11010, RRID : AB_2534077, Alexa Fluor 546 rabbit anti-goat, Cat# A-21085, RRID : AB_1500595, all Invitrogen, 1:500) for 1 hour, then washed 3 x 5 minutes in PBS. Sections were mounted under coverslips with ProLong™ Gold Antifade Mountant with DAPI (Invitrogen, Cat # P36935) and stored at 4°C prior to image capture.

### Organ cultures

Whole E15.5 testis pairs from WT *Inha* x OG2 embryos were cut in half using a feather knife and placed on 30 mm diameter Millicell^®^ filters (Merck, Cat # PICM03050) in a 6 well plate, containing 0.6 mL of Dulbecco’s Modified Eagle Medium/F12 + Glutamax (Gibco, Cat # 105650-018) with 1% fetal calf serum (Bovogen) and 1% Pen/Strep (Gibco, Cat # 15670-063). Half testis fragments were cultured at 37°C in 5% CO_2_ in 25 ng/ml activin A (R&D Systems, Cat # AF338, RRID : AB_355307), 200 µm mono-2-ethylhexyl phthalate (MEHP; Santa Cruz, Cat # SC396467), 25 ng/ml activin A plus 200 µm MEHP, or appropriate vehicle control (4 μM HCl for activin A, DMSO for MEHP, or HCl plus DMSO, respectively). Testes from a single animal were used for both treatment and control groups. Media (50%) was refreshed daily. After 72 hours, fragments were fixed in Bouin’s for 1 hour and processed for histological analysis, or snap frozen on dry ice and stored at -80°C for transcriptional analyses.

### Imaging and counting strategy

Haematoxylin and immunohistochemistry images were collected using a light microscope (Olympus BX50 microscope with a DP70 camera). Immunofluorescence samples were scanned with a 40x objective, using the Olympus VS120^®^ Virtual Slide Microscope System at the Monash Histology Platform (MHTP node). Germ cells, Sertoli cells, cord area, and proliferating cells were identified in *Inha* and *Inhba* WT and KO mouse testes and in cultured testis fragment sections by immunofluorescence detection of DDX4 (gonocyte cytoplasm), SOX9 (Sertoli cell nuclei), and alpha-smooth muscle actin (SMA; peritubular cell cytoplasm, marking cord perimeter). Non-specific fluorescence signal was removed by setting the baseline exposure for section analysis equal to that of the negative control samples, which displayed no signal. Images were calibrated prior to analysis using ImageJ (RRID : SCR_003070) (34). From each testis cross section, the number of cords per 100 mm^2^, the average cord area in each section (*Inha* – E13.5: 15-30 cords, E15.5: 25-50 cords, PND 0: 50-100 cords; *Inhba* – E13.5: 15-30 cords, E15.5: 15-50 cords, PND 0: 15-100 cords), the total section area (mm^2^), and area of the section occupied by cords (mm^2^) were measured. Sertoli cell and gonocyte number were recorded for each section; the cross-section area, and area occupied by cords were used to normalise Sertoli and germ cell numbers. DDX4+ cells containing a visible nucleus both inside and outside cords were counted as gonocytes. Bi- and multinucleated gonocytes, identified by a DDX4+ cytoplasm surrounding closely opposed nuclei, were marked as abnormal and each was counted as a single cell.

### Fluidigm transcript analysis

*Inha* and *Inhba* fetal gonad age series and cultured E15.5 testes samples were measured in separate Fluidigm assays using the Fluidigm Biomark™ HD system (96×96 and 48x48 Dynamic Array IFC, respectively; Fluidigm Corporation) by the Monash Health Translation Precinct Medical Genomics Facility. For the *Inha* age series, whole, paired gonads from *Inha* WT and KO individual animals at E13.5, E15.5 and PND 0 (n=3/age/genotype) were collected from 2-3 litters. For the *Inhba* age series, paired gonads from *Inhba* WT and KO individual animals at E12.5, E13.5, E14.5 and E15.5 (n=3/age/genotype) were collected from 2-3 litters as previously described (19). Transcripts from E15.5 testis halves were measured following 72 hr culture with MEHP (200 µm) or vehicle control (n = 6-7/treatment). RNA extraction and on-column DNase-treatment was performed using the NucleoSpin RNA XS kit (Machery-Nagel) according to the manufacturer’s protocol. RNA quantity was determined using the Nanodrop (Thermo Scientific) and RNA quality was confirmed on a subset of samples using the Agilent 2100 Bioanalyzer (RNA integrity number (RIN) > 8.5). Reverse transcription of 300 ng (whole testes, *Inha* and *Inhba* age series) or 70 ng (cultured testis fragments) total RNA was performed using SuperScript™ III Reverse Transcriptase (Invitrogen) with random hexamer oligonucleotides (Promega), according to manufacturer’s guidelines. Fluidigm assays were performed using pre-designed and validated Taqman gene probes (Life Technologies). Raw data were analysed with Fluidigm Real-Time PCR Analysis Software (RRID : SCR_015686, Version 4.1.2). Negative control samples were below the detection limit. Both reference transcripts, *Canx* and *Mapk1* (31), were present at stable levels in all ages and genotypes, and an R value > 0.91 was obtained across all samples indicating they are positively correlated. On this basis, the average of both reference transcript values was used to normalize gene expression data using the ΔΔCT method (35).

### Steroid analysis

Snap frozen E17.5 paired testes from individual *Inha* x *OG2* WT and KO mice were homogenized in 130 µl ice cold homogenization buffer (0.5% BSA (w/v), 5 mM EDTA in PBS, pH 7.4) in a 5 ml glass tube for 20 seconds using an IKA T10 basic disperser on the highest setting; the probe was rinsed between samples in homogenisation buffer. Samples were centrifuged (3000 rpm, 10 min, 4°C) and supernatants transferred to new 1.5 ml plastic tubes for storage at -80°C until analysis. Steroid hormones were measured for all samples in a single batch using liquid chromatography–tandem mass spectrometry (LC–MS/MS) assay as previously described (19). The limit of detection (LOD) was set at the limit of quantification (LOQ) and represents the lower limit of assay sensitivity. Not detectable values were set at LOQ per analyte/2. The profile of steroids included androstenedione (A4), testosterone (T), 11-keto A4 (11-KA), 11-keto T (11-KT), 3α androstanediol (3α-diol), 3β androstanediol (3β-diol), dihydrotestosterone (DHT) and 11-keto DHT (11-KDHT), mirroring our previous analysis of the *Inhba* mouse testis at E17.5 (19).

### RNA-sequencing and bioinformatic analysis

Bulk RNA sequencing was performed on DNase-treated RNA from E13.5, E15.5 and PND 0 *Inha* WT and KO whole mouse testes (n = 2-3/age/genotype). Samples were sequenced by BGI-Hong Kong Co Ltd) on the DNBSEQ-G400 with PE100. Raw reads were filtered (using SOAPnuke software, BGI) to remove adaptor sequences, contamination and low-quality reads and stored in a FASTQ format. Bioinformatics analysis was performed at the Monash Bioinformatics Platform. Raw FASTQ files were analysed using the RNAsik (v1.5.4) pipeline (36) using STAR aligner (37) with GRCm38 (Mus musculus) reference genome. Reads were quantified using featureCounts (38) producing the raw genes count matrix and various quality control metrics. RNA-seq data are available via accession number: GSE236618. Raw counts were then analysed with Degust (39), a web tool which performs differential expression analysis using limma voom normalisation (40), producing counts per million (CPM) library size normalisation and trimmed mean of M values (TMM) normalisation (41) for RNA composition normalisation. Differentially expressed genes in *Inha* WT and KO testis at each age were defined as those with a false-discovery rate (FDR) of < 0.05, showing a > 3-fold (absolute log fold-change >1.5) change in expression. A heat map was generated using ClustVis (RRID : SCR_017133) (42). The list of DEGs was submitted to DAVID (RRID : SCR_001881) (43) to identify significantly associated functions. Venn diagrams were created using jvenn (RRID : SCR_016343) (44). Ingenuity Pathway Analysis software (IPA, RRID : SCR_008653) (Qiagen, Hilden, Germany) was used to analyse E13.5, E15.5 and P0 *Inha* WT and KO RNAseq data. Upstream regulators and gene networks were generated using IPA using stringency criteria p-value ≤0.05 and a Z-score of (inhibition) -3 ≤ Z ≥ 3 (activated). The Z-score is a prediction scoring system of activation or inhibition based upon statistically significant patterns in the dataset and prior biological knowledge manually curated in the Ingenuity Knowledge Base (45).

### Statistics

Statistical analysis for counting and Real time-PCR data was performed using GraphPad Prism software (RRID : SCR_002798). Distribution of data was determined using the Shapiro-Wilk normality test. Statistical differences between WT and KO data were determined using a two-tailed unpaired t-test. Data are expressed as mean ± SD. Statistical significance was set at * p<0.05, ** p<0.01, *** p<0.001, **** p<0.0001.

## Results

### Multinucleated gonocytes, and gonocytes outside the testis cords are features of Inha KO mouse fetal testes

Since the absence of activin A results in decreased Sertoli cell and increased gonocyte numbers in newborn (P0) *Inhba* mouse testes (6), we studied the reciprocal condition of unopposed activin A in *Inha* WT and KO testes to learn how these cells were affected. Two surprising gonocyte phenotypes were immediately evident in E15.5 *Inha* KO testes: multinucleated gonocytes (MNGs) (**Figures 1A, B**) and gonocytes outside the cords (**Figures 1D, E**), each of which was only rarely or not observed in wildtype testis sections. The term ‘multinucleated’ refers here to the observation of ≥2 nuclei located within the cytoplasm of a single cell, with bi-nucleated (2 nuclei/cell) germ cells most frequently identified (**Figures 1A** (IHC), **B** (IF)). We quantified the extent of this anomaly at E13.5, directly after sex determination, at E15.5, and at PND 0. Care was taken to discriminate between MNGs and two closely opposed germ cells (see Materials and Methods). Notably, although MNGs were observed in E15.5 KO testes, none were present in E13.5 or PND 0 *Inha* KO testes (**Figure 1C**), highlighting that a potential window of germ cell vulnerability to elevated activin A occurs before E15.5. The proportion of MNGs observed in E15.5 testes significantly increased from 0.5% in WT to ~ 10% in *Inha* KO testes (20-fold increase); by PND 0, the percentage of gonocytes scored as MNGs decreased to 3% which did not differ from WT (p = 0.0890) (**Figure 1C**).

**Figure 1:**
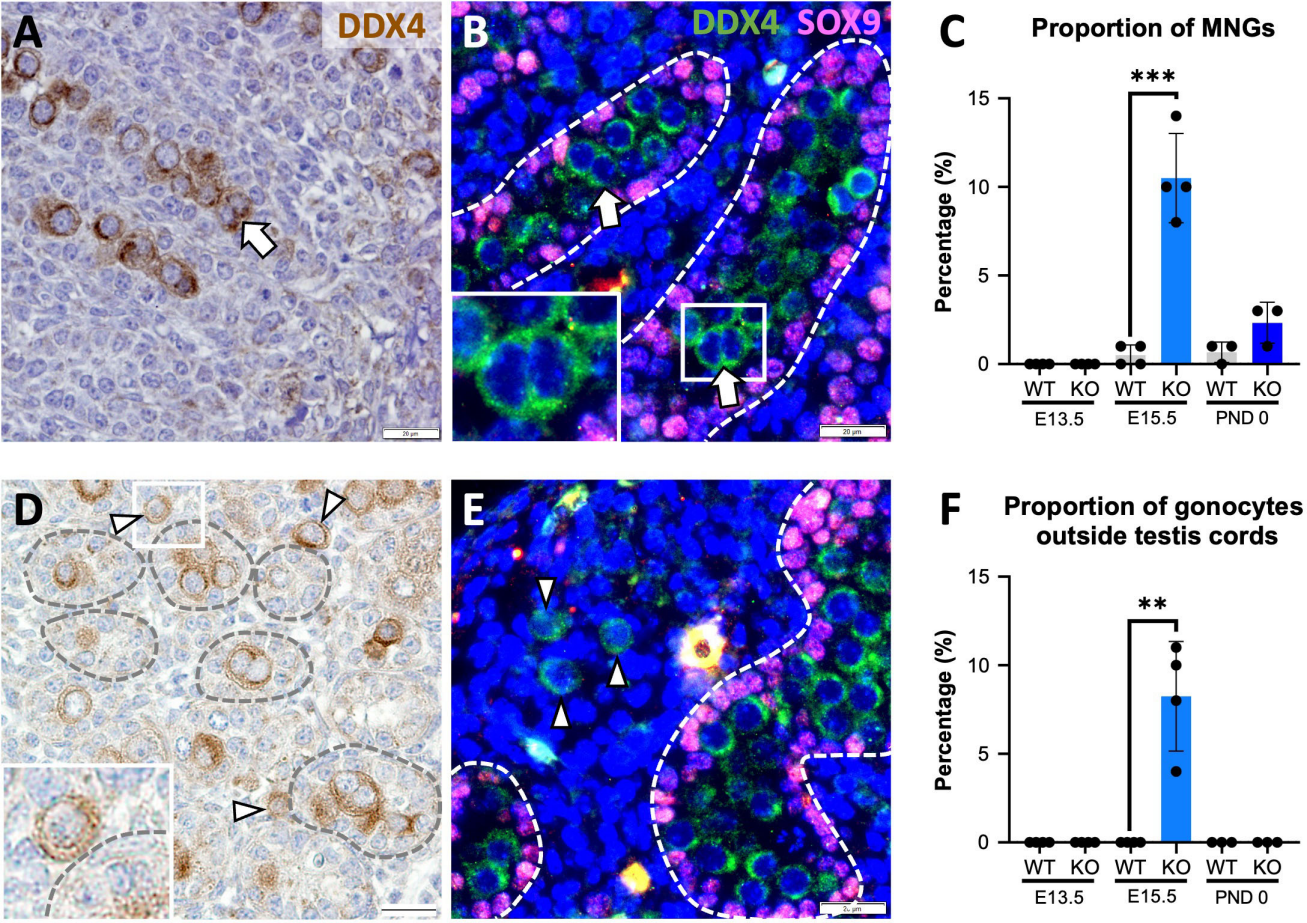
Multinucleated gonocytes, and gonocytes outside the testis cords are characteristics of *Inha* KO fetal testes. Representative images of multinucleated gonocytes (MNGs) (arrow) and gonocytes outside the testis cords (arrowhead) in E15.5 *Inha* KO mouse testes by immunohistochemistry **(A, D)** and indirect immunofluorescence **(B, E)**. Scale bars = 20 µm. Cords outlined by dotted line. Quantification of MNGs **(C)** and proportion of gonocytes outside the testis cords **(F)** in *Inha* WT and KO mouse testes at E13.5, E15.5 and PND 0, n=3-4 animals/age/genotype. Graphs show mean ± SD. Statistical differences were determined using a two tailed unpaired t test, ** p<0.01, *** p<0.001.

Gonocytes normally become enclosed within Sertoli cells in cords by E13.5, thus their presence outside cords in *Inha* WT and KO testes at E15.5 is abnormal. None were observed outside cords at E13.5, suggesting that cord formation begins normally (**Figure 1F**), however ~8% of *Inha* WT and KO testis germ cells were in the interstitium by E15.5 (**Figure 1F**). At PND 0, no gonocytes were identified outside cords (**Figure 1F**), although the total gonocyte number was markedly reduced (**Figures 2U, V**; **3D**). These data demonstrate how elevated activin A could alter embryonic germline fate and severely reduce the number of gonocytes present at the start of postnatal life.

**Figure 2:**
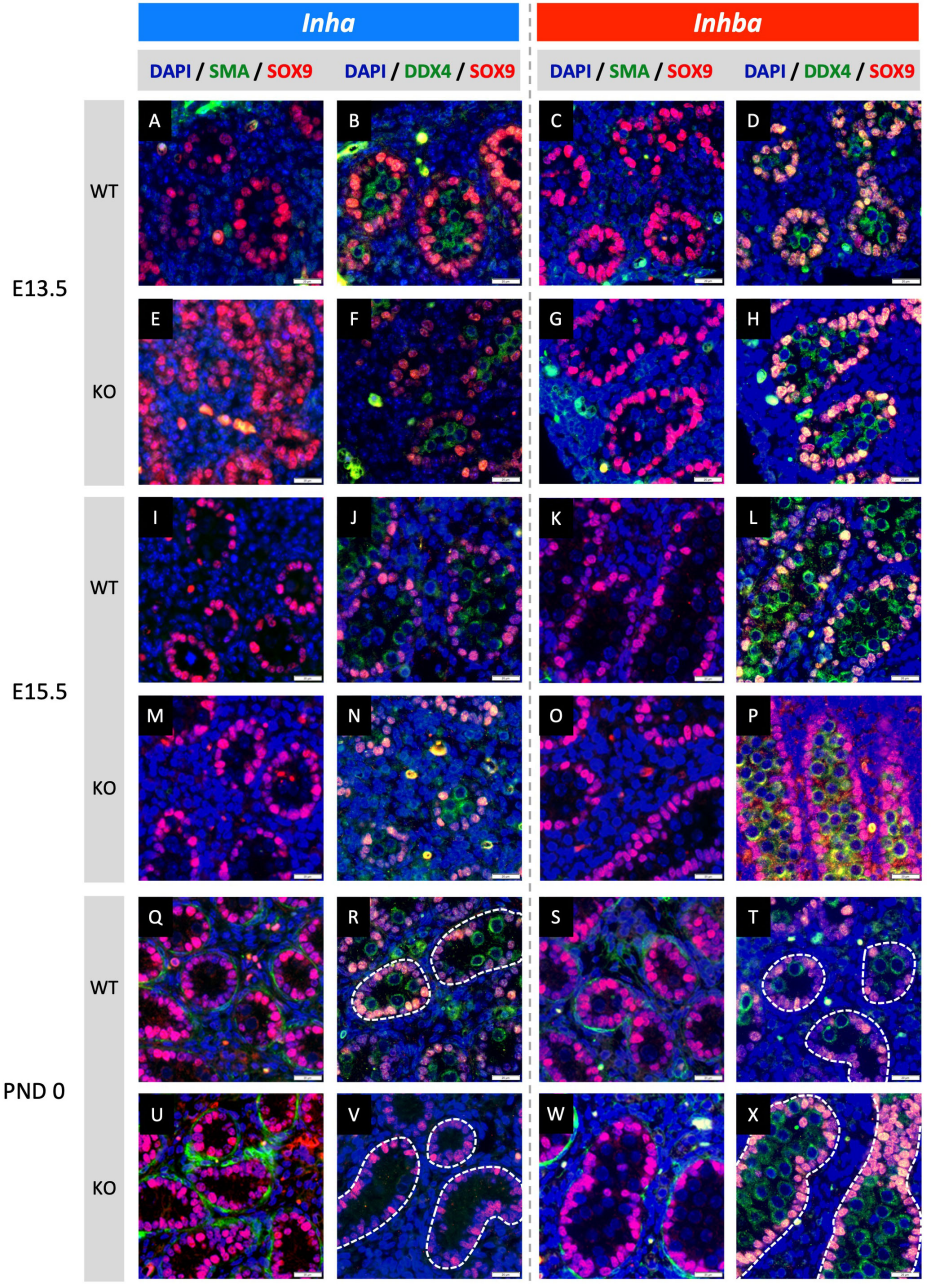
Effects of high and low activin A levels on fetal mouse testis development. Representative images of WT and KO testes from E13.5, E15.5 and PND 0 *Inha* and *Inhba* mouse testes. Immunofluorescent detection of SMA (peritubular myoid cells) and SOX9 (Sertoli cells) images allow comparison of cord formation and Sertoli cell number between WT **(A, C, I, K, Q, S)** and *Inha KO* **(E, M, U)** and *Inhba* KO **(G, O, W)** mouse testes. DDX4 (germ cells) and SOX9 images reveal gonocyte frequency and localisation between WT **(B, D, J, L, R, T)** and *Inha* KO **(F, N, V)** and *Inhba* KO **(H, P, X)** mouse testes. Scale bars = 20 µm. Nuclei were stained with DAPI. Cords outlined with white dotted line.

### Activin A influences germline niche formation in fetal testes

Fetal testis cord development underlies establishment of the germline niche. We next assessed testis cord formation and relative Sertoli and germ cell numbers in fetal mice lacking inhibin (*Inha* KO), comparing these with testes lacking activin (*Inhba* KO) in which effects had been previously identified. Sertoli and germ cells were detected using SOX9 and DDX4, respectively. Testis cord borders were discerned based on SOX9 Sertoli cell nuclear staining at E13.5 and E15.5, and using SMA at PND 0 in *Inha* WT and KO (E13.5 - **Figures 2A, B, E, F**; E15.5 - **Figures 2I, J, M, N**; and PND 0 - **Figures 2Q, R, U, V**) and *Inhba* WT and KO mouse testes (E13.5 - **Figures 2C, D, G, H**; E15.5 - **Figures 2K, L, O, P**; and PND 0 - **Figures 2S, T, W, X**). The impact of activin deficiency or elevated bioactivity was most readily observed in PND 0 testis sections. At this age, germ cell numbers, cord size and the frequency of cord cross sections were markedly different in testes from both *Inha* KO and *Inhba* KO mice (**Figures 2V, X**) compared to WT (**Figures 2R, T**). *Inha* KO testes had fewer gonocytes, while in the reciprocal condition of reduced activin A, the substantial increase in gonocyte abundance inside *Inhba* KO cords correlated with previously published data (6).

These outcomes were quantified by measuring cord parameters relative to inferred activin A levels. In *Inha* KO testes at E13.5, the density of cords in each section was significantly lower compared to WT but did not differ at E15.5 and PND 0 (**Figure 3A**). The average cord area in *Inha* KO testes was significantly higher than in WT at E13.5, lower at E15.5, but comparable to WT at PND 0 (**Figure 3B**). The percentage of each testis cross section occupied by cords was significantly lower at E13.5 and E15.5 relative to WT, but not different at PND 0 (**Figure 3C**). These data suggest that elevated activin A bioactivity disrupts initial processes relating to fetal testis cord development, however by birth the overall cord dimensions are normal. The impact of reduced levels of activin A is evident at later time points compared to in *Inha* testes. In *Inhba* KO testes at E15.5 and PND 0, cord number was significantly lower (**Figure 3A**), the average cord area was higher (**Figure 3B**), and the percentage of testis area occupied by cords was significantly lower (**Figure 3C**). These data are consistent with previous reports showing the absence of activin A progressively leads to a smaller number of cords with an increased cord diameter (6, 12, 46).

**Figure 3:**
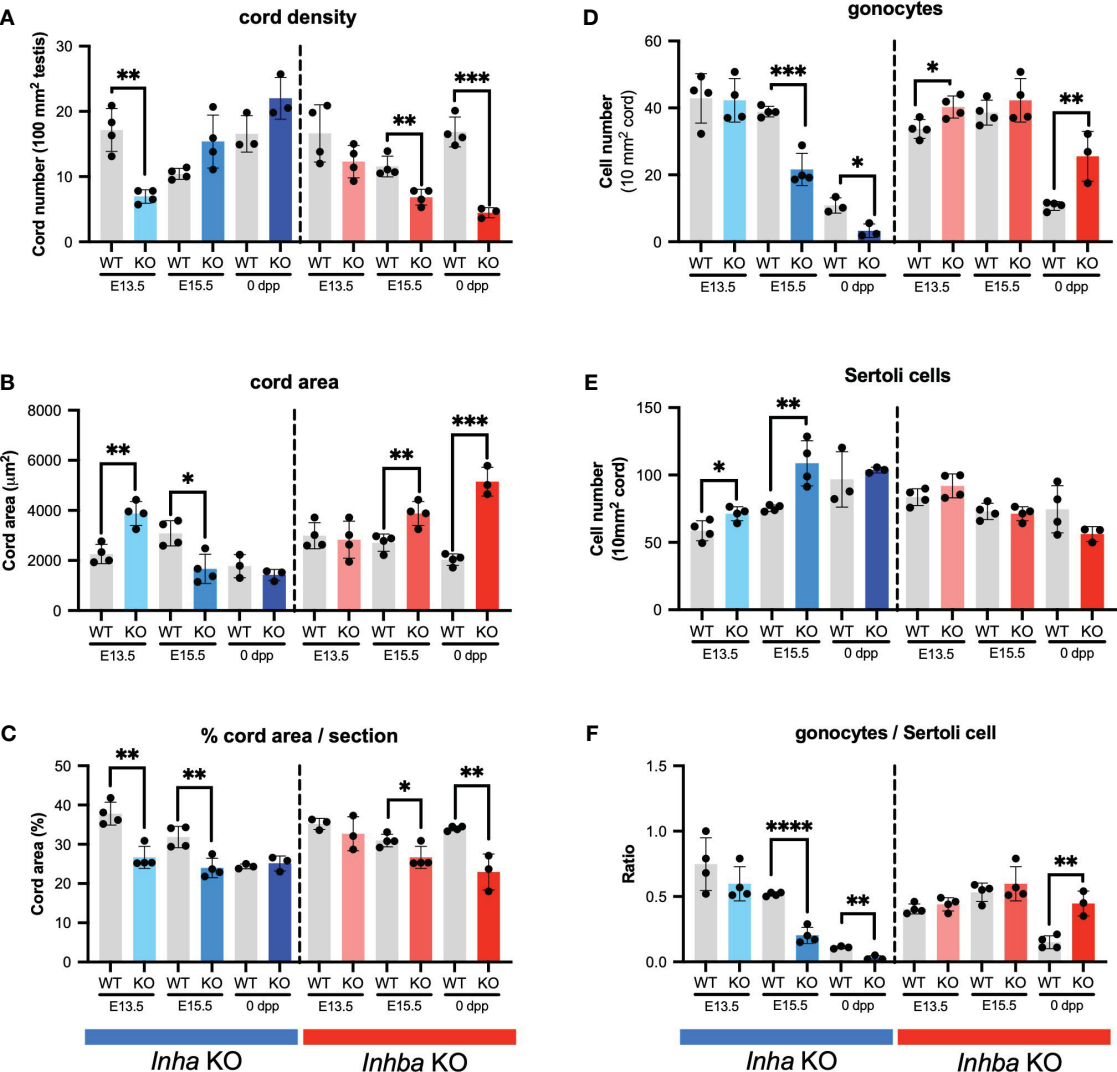
Activin A regulates cord formation, Sertoli cell, and gonocyte cell number in fetal mouse testes. Graphs show **(A)** number of testis cords/100 mm^2^ testis cross section, **(B)** average cord area (µm^2^)/testis cross section, **(C)** % cord area/testis cross section, **(D)** gonocyte number/10mm^2^ testis cord area, **(E)** Sertoli cell number/10mm^2^ testis cord area, **(F)** ratio of gonocyte/Sertoli cells in *Inha* WT and KO (grey/blue bars), *Inhba* WT and KO (grey/red bars) mice. Graphs show mean ± SD, with individual data points from n = 3-4 animals per genotype. Three sections were analysed per animal and statistical differences were determined by two-tailed unpaired t-test, * p<0.05, ** p<0.01, *** p<0.001, **** p<0.0001.

We investigated whether these cord phenotypes reflect an impact of activin A on the relative density of germ and Sertoli cells. In *Inha* KO mice, the density of gonocytes per cord area is reduced at E15.5 and PND 0 (**Figure 3D**), while Sertoli cell density is greater in E13.5 and E15.5 testes (**Figure 3E**). The higher Sertoli cell density at the two earlier ages suggests that Sertoli cell population expansion is advanced during early fetal life in the *Inha* KO mice. *Inhba* KO testes had more gonocytes (**Figure 3D**) as previously (6), while in contrast, Sertoli cell density was not significantly different from in WT testes at any age; at PND 0 it was reduced, but not significantly (p = 0.1474) (**Figure 3E**). This latter finding differs from the significant dose-dependent decrease in Sertoli cell number at PND 0 reported previously (6); our previous application of the optical disector method, suited to counting irregular-shaped nuclei such as those of Sertoli cells, is likely to have led to this discrepancy.

Assessment of gonocyte/Sertoli cell ratios provided a clear measure of the physiological importance of activin A on the relationship between Sertoli and germ cells. Throughout development, Sertoli cells are always in close contact with germ cells, producing factors essential to their support and maturation, and each Sertoli cell supports a finite number of spermatogenic cells (47). The gonocyte/Sertoli cell ratio was significantly and progressively reduced in *Inha* KO testes at E15.5 and PND 0 and was significantly higher in *Inhba* KO testes at PND 0 (**Figure 3F**). These data provide evidence that activin A bioactivity is an important contributor to establishing the niche that determines the spermatogenic potential of the newborn testis.

### RNAseq reveals targets of elevated activin A in the testis

To identify the transcriptional differences in the fetal testis arising from unopposed activin A, whole testis RNA sequencing of *Inha* WT and KO testes was performed. 

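Inha encodes the alpha subunit of the inhibins, which oppose activin A, so its transcript is what the mutation removes. In the 9 WT libraries Inha had 7878 to 38565 counts, and in the 8 KO libraries it had 2 to 68. At E13.5 it stood at 411 ± 50.2 CPM in WT (SD, n = 3) and 0.867 ± 1.1 CPM in KO (SD, n = 2) (log2 fold change -8.88, SE 0.55, adjusted p = 4.1e-08, edgeR's quasi-likelihood test). At E15.5 WT testes had 605 ± 49.3 CPM and KO testes 1.32 ± 1.63 CPM (SD, n = 3 each; log2 fold change -8.86, SE 0.44, adjusted p = 1.3e-08, edgeR), and at PND 0 WT testes had 1632 ± 127 CPM and KO testes 0.36 ± 0.193 CPM (SD, n = 3 each; log2 fold change -12.12, SE 0.51, adjusted p = 1.2e-09, edgeR). The gene lies on the plus strand of chromosome 1 (GRCm38) from 75507077 to 75510366. For 3 of the 6 E15.5 samples the titles read WT while the genotype field reads KO. These 3 had 14672, 11927 and 13763 Inha counts, and they were taken as WT because of their titles and because the paper has 3 WT testes at this age.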

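The 17 samples were whole testes of the C57/Bl6 line, 3 WT and 2 KO at E13.5, 3 WT and 3 KO at E15.5, and 3 WT and 3 KO at PND 0. Their DNase-treated RNA was sequenced as paired-end reads on a DNBSEQ-G400, and the authors filtered the reads with SOAPnuke and aligned them to GRCm38 with STAR and counted them per gene with featureCounts within RNAsik (version 1.5.4). The versions of STAR and featureCounts and the strand setting are not given in the sources used here. The authors' counts cover 19110 genes, each of which reached 11 or more counts in some library. Median total counts of the WT and KO libraries were 21210219 and 22010167 at E13.5, 22008549 and 22115604 at E15.5, and 21397114 and 21580350 at PND 0. Counts were scaled by TMM, and 18635 genes were tested with edgeR in a single model of 6 groups, which lets the 2 E13.5 KO libraries borrow their variance from the other groups. A gene was called changed at an adjusted p below 0.05 (Benjamini-Hochberg) and a fold change of at least 1.5, and all log2 fold changes are KO relative to WT. Labels give each library its own animal identifier but do not state whether each holds 1 animal or separate litters, so the p-values reflect only the spread among these samples.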

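Libraries grouped by age and by genotype when compared over the 865 genes that were changed at 1 or more ages. The first component held 37.8% of the variance and ordered the testes by age. On it E13.5 WT libraries lay at 15.2 ± 3.52 (SD, n = 3) and E13.5 KO libraries at 31.7 ± 0.583 (SD, n = 2), E15.5 libraries at 3.05 ± 0.944 in WT and 0.995 ± 1.75 in KO (SD, n = 3 each), and PND 0 libraries at -18.8 ± 1.31 in WT and -21.6 ± 0.915 in KO (SD, n = 3 each). E13.5 KO testes thus lay farther than E13.5 WT testes from the older groups. The second component held 29.6%, and on it every KO library lay below every WT library of its age, at -27.0 ± 0.637 against 9.05 ± 4.95 at E13.5 (SD, n = 2 and 3), 7.99 ± 2.32 against 18.3 ± 0.282 at E15.5 and -19.0 ± 4.57 against 1.63 ± 1.51 at PND 0 (SD, n = 3 each). Over all 18635 tested genes the first 2 components held 39.5% and 16.6%. The mean Pearson correlation of log2 CPM with E15.5 WT libraries was 0.970 for E13.5 WT and 0.959 for E13.5 KO libraries, across genes and not across animals. Since the 865 genes were chosen for a difference between genotypes, their separation of WT from KO is not independent evidence.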

Principle component analysis (**Figure 4A**) illustrated age and genotype differences. 

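Most of the changed transcripts in E13.5 KO testes were lower than in WT, 435 of 534, and 99 were higher. Among the largest falls was Clps, which encodes colipase, at 10.5 ± 4.25 CPM in WT (SD, n = 3) and 0.182 ± 0.0642 CPM in KO (SD, n = 2) (log2 fold change -5.8, SE 0.59, adjusted p = 1.2e-05, edgeR). Xdh, which encodes xanthine dehydrogenase, had 5.2 ± 1.56 CPM in WT and 0.137 ± 0.129 in KO (SD, n = 3 and 2; log2 fold change -5.19, SE 0.44, adjusted p = 1.5e-06, edgeR). Mrap2, which encodes a partner of melanocortin receptors, rose from 0.75 ± 0.484 to 5.52 ± 0.653 CPM (SD, n = 3 and 2; log2 fold change 2.88, SE 0.37, adjusted p = 1.3e-04, edgeR). At E15.5 the balance was the other way, with 58 genes higher and 25 lower (83 in all), and at PND 0 it was 84 higher and 276 lower (360 in all). At an unadjusted p below 0.05 there were 3018, 2157 and 4523 genes. The E13.5 count was 299 without KO replicate 1 and 299 without KO replicate 2, and the E15.5 count was 46 without WT replicate 1, 30 without WT replicate 2, 46 without WT replicate 3, 39 without KO replicate 1, 43 without KO replicate 2 and 305 without KO replicate 3. The balance at E15.5 turned in 3 settings, among them 58 higher and 247 lower without KO replicate 3 and 5 and 6 with glmTreat against 1.5-fold, and it was 87 and 78 with DESeq2. The PND 0 count was 857 by adjusted p alone, with 471 of them higher. A different split of the PND 0 libraries, by the leading number of their labels and across the genotypes, called 562 genes. The KO and WT count was 18 when only the PND 0 samples were fitted, and it was 152 without WT replicate 1, 71 without WT replicate 2, 763 without WT replicate 3, 1093 without KO replicate 1, 36 without KO replicate 2 and 83 without KO replicate 3.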

Four hundred and sixty-six differentially expressed genes (DEGs) were identified between *Inha* KO and WT testes at E13.5, 85 at E15.5 and 411 at PND 0 (**Figure 4B**) using an FDR < 0.05 and absolute fold-change ≥ 1.5. A heat map illustrates transcript cohorts that are differentially affected by the absence of inhibin at each age (**Figure 4C**). 

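Many transcripts that fell at E13.5 had smaller differences at the later ages. The 435 genes lower at E13.5 had a median log2 fold change of -1.31 at that age, -0.17 at E15.5 and -0.21 at PND 0. They were chosen for being low at E13.5, which by itself makes their medians at other ages smaller in size. The genes lower at PND 0 had medians of -1.27 at PND 0, -0.37 at E15.5 and -0.28 at E13.5. Mal, which encodes a membrane proteolipid of vesicle transport, fell from 26.6 ± 7.03 to 0.661 ± 0.42 CPM at E13.5 (SD, n = 3 and 2; log2 fold change -5.32, SE 0.43, adjusted p = 1.0e-06, edgeR), and its change differed by 4.84 between E13.5 and E15.5 (SE 0.51, adjusted p = 3.7e-05, edgeR interaction test). Cbln1, which encodes a secreted cerebellin, rose at E15.5 from 235 ± 19.9 to 528 ± 22.5 CPM (SD, n = 3 each; log2 fold change 1.17, SE 0.07, adjusted p = 6.3e-08, edgeR), with log2 fold changes of 0.49 at E13.5 and 0.11 at PND 0. The genotype effect differed between E13.5 and E15.5 for 320 genes and between E13.5 and PND 0 for 528 genes, and 228 and 251 of the 534 genes changed at E13.5 were among them. Between E15.5 and PND 0 it differed for 4 genes, Cbln1, Ccl17, Pnmt and Tmem114 (adjusted p = 1.2e-04, 0.0018, 0.033 and 0.033, edgeR interaction test), against 2073 at an unadjusted p below 0.05, 120 with DESeq2 and 2 with limma voom. The count between E13.5 and E15.5 was 212 without E13.5 WT replicate 1, 162 without E13.5 KO replicate 1, 143 without E13.5 KO replicate 2 and 206 without E15.5 WT replicate 2, and that between E15.5 and PND 0 was 395 without PND 0 KO replicate 1 and 2 to 6 without any other library. The count between E13.5 and PND 0 was 318 without E13.5 WT replicate 1, 206 without E13.5 KO replicate 1, 157 without E13.5 KO replicate 2, 310 without PND 0 KO replicate 2, 916 without PND 0 WT replicate 3 and 1116 without PND 0 KO replicate 1.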

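Genes changed at 1 age recurred at another age in the same direction more often than unrelated sets of genes would. Apoc1, which encodes a lipoprotein component, fell at E13.5 from 12.8 ± 2.22 to 2.92 ± 0.00437 CPM (SD, n = 3 and 2; log2 fold change -2.13, SE 0.16, adjusted p = 3.5e-07, edgeR) and at E15.5 from 11.8 ± 0.683 to 5.13 ± 0.404 CPM (SD, n = 3 each; log2 fold change -1.2, SE 0.13, adjusted p = 1.4e-04, edgeR). Hprt, a purine salvage gene, rose at E15.5 from 34.7 ± 1.36 to 53 ± 1.57 CPM and at PND 0 from 44.3 ± 1.57 to 74.7 ± 3.16 CPM (SD, n = 3 each; log2 fold change 0.61 and 0.75, adjusted p = 7.8e-05 and 1.2e-05, edgeR). The source of the Hprt rise was not tested. E13.5 and E15.5 shared 14 higher and 19 lower genes, where 0.308 and 0.584 were expected of independent lists. The lists are not fully independent, since the shared fit gives each gene the same variance at all ages. Inha itself is among the shared lower genes. E15.5 and PND 0 shared 14 higher and 9 lower genes (expected 0.261 and 0.370), and E13.5 and PND 0 shared 11 higher and 51 lower genes (expected 0.446 and 6.44). Both overlaps with PND 0 were smaller when only the samples of each age were fitted. With DESeq2 that of E15.5 and PND 0 was larger. The genes changed in opposite directions numbered 2 between E13.5 and E15.5 (Sct and Slc45a3), 0 between E15.5 and PND 0 and 3 between E13.5 and PND 0 (Ano3, Slc26a7 and Tmem114). All 3 ages shared 11 genes, a count of 17 without E13.5 WT replicate 2, 7 without E15.5 WT replicate 3, 7 without E15.5 KO replicate 1, 19 without E15.5 KO replicate 3 and 17 without PND 0 KO replicate 1. That count was also smaller with only the samples of each age fitted and larger with DESeq2.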

Amongst the DEGs, only 12 were significantly altered at all three ages including *Inha* (**Figure 4D**). Transcripts from 7 genes were decreased (*Inha*, *Rhpn1*, *Pla2g2f*, *Chdh*, *Megf10*, *Aldoc*, *Pla2g1b*), and 5 were increased (*Lect1*, *Gm15181*, *Trpv3*, *Ccl17*, *Pnmt*).

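Of the 12 genes, 8 were changed at all 3 ages in the same direction here. Ccl17, which encodes a chemokine, rose from 1.91 ± 0.479 to 19.5 ± 3.42 CPM at E13.5 (SD, n = 3 and 2; log2 fold change 3.35, SE 0.16, adjusted p = 1.1e-08, edgeR), from 13.46 ± 0.727 to 58 ± 7.94 at E15.5 and from 40.2 ± 2.27 to 65.4 ± 1.61 at PND 0 (SD, n = 3 each; log2 fold change 2.11 and 0.70, adjusted p = 6.0e-08 and 0.0058, edgeR). Pnmt, which encodes the enzyme that makes adrenaline, had log2 fold changes of 2.37, 2.51 and 0.97 (adjusted p = 1.7e-05, 1.6e-06 and 0.0037, edgeR), and its KO level reached 93.4 ± 8.28 CPM at PND 0 against 47.8 ± 7.38 in WT (SD, n = 3 each). Chdh, which encodes choline dehydrogenase, fell from 13.2 ± 3.68 to 2.01 ± 0.196 CPM at E13.5 (SD, n = 3 and 2; log2 fold change -2.71, SE 0.24, adjusted p = 2.4e-06, edgeR), with log2 fold changes of -1.33 and -1.42 at the later ages (adjusted p = 0.0012 and 0.0022, edgeR). Rhpn1, Pla2g2f, Gm15181 and Trpv3 missed the call at E15.5 alone (log2 fold change -0.63, -1.23, 5.75 and 1.17, adjusted p = 0.053, 0.087, 0.10 and 0.059, edgeR). Cyp11b1, Fbp1 and Il17rb were lower at all 3 ages and stand outside the 12, and Fbp1 and Il17rb were chosen after their values were seen. Gm15181, a pseudogene next to Inha, had 0 counts in WT and at most 0.479 ± 0.096 CPM in KO (SD, n = 2, at E13.5).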

**Figure 4:**
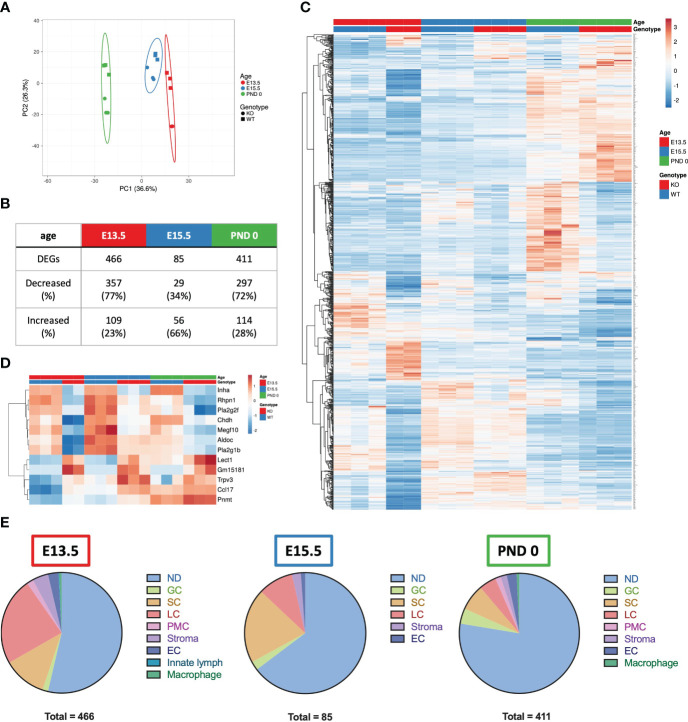
Summary of E13.5, E15.5 and PND 0 *Inha* WT and KO whole mouse testes RNAseq analyses outcomes. **(A)** Principle component analysis plot of the differentially expressed genes (DEGs) in E13.5, E15.5 and PND 0 whole mouse testes. Unit variance scaling is applied to rows; SVD with imputation is used to calculate principal components. X and Y axis show principal component 1 and principal component 2 that explain 36.6% and 26.3% of the total variance, respectively. Prediction ellipses are such that with probability 0.95, a new observation from the same group will fall inside the ellipse. N = 17 data points. **(B)** Table showing the total number of DEGs, and number and percentage (%) of DEGs increased and decreased at each age. DEGs were identified using DEGUST (FDR < 0.05 and absolute fold change ≥ 1.5). **(C)** Heatmap showing 876 DEGs identified in E13.5, E15.5 and PND 0 *Inha* WT and KO samples. **(D)** Heatmap showing 12 DEGs that were altered at all ages. PCA plot and heatmaps were generated using ClustVis. For both heatmaps, rows are centred; unit variance scaling is applied to rows. Rows are clustered using correlation distance and average linkage. **(E)** Pie charts showing the predominant cellular localisation of the DEGs identified at each age, where possible. Localisation determined using single cell RNAseq data (48). ND, not determined; GC, germ cells; SC, Sertoli cells; LC, Leydig cells; PMC, peritubular myoid cells; Stroma, stromal cells; EC, endothelial cells; Innate lymph and Macrophages.

To determine whether one particular cell type was affected in the *Inha* KO testes, the cell-type expression of DEGs was investigated by interrogating a single cell (sc)-RNAseq dataset obtained from E18.5, PND 2 and PND 7 mouse testes (48). 

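Transcripts of no single cell type made up the largest class among the changed genes at each age. Zfyve28, which encodes a regulator of EGF receptor traffic and is in this class, rose at E15.5 from 6.52 ± 0.408 to 20.1 ± 1.62 CPM (SD, n = 3 each; log2 fold change 1.62, SE 0.14, adjusted p = 1.6e-05, edgeR). Cx3cl1, which encodes a chemokine and is in it too, rose at E13.5 from 47.2 ± 4.72 to 118 ± 2.85 CPM (SD, n = 3 and 2; log2 fold change 1.32, SE 0.14, adjusted p = 2.6e-05, edgeR). Of the genes that the study lists and that passed here, 53.6% at E13.5, 58.2% at E15.5 and 76.9% at PND 0 were in this class. At E13.5 174 of its genes fell and 59 rose, at E15.5 8 fell and 31 rose, and at PND 0 179 fell and 51 rose. These genes were chosen by the study on the same samples, so their change is not independent evidence.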

Most DEGs were not cell-specific (present in more than one cell type, indicated as ‘not determined’ (ND), **Figure 4E**). The remaining transcripts were predominantly expressed in a single cell type (**Figure 4E**): germ cells, Sertoli cells, Leydig cells, peritubular myoid cells, endothelial cells, stromal cells, and innate lymph cells or macrophages. 

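With edgeR the listed genes passed most often at E13.5. With DESeq2 93.8% of them passed at E13.5 and 96.5% at E15.5, so the order depends on the method. All 466, 85 and 411 listed names were found, and 466, 85 and 403 of them were tested. Of the genes listed, 435 (93.3%) at E13.5, 67 (78.8%) at E15.5 and 299 (72.7%) at PND 0 were called. Endothelial genes among them, which mark blood vessels, were higher at E13.5 (9 of 13 called higher, none lower, median log2 fold change 0.66), and those of peritubular myoid cells, which wrap the cords, were 6 higher and 1 lower of 8 (median 0.68). The study chose these genes on the same samples, so their direction is not independent evidence. The separate list of 16 endothelial genes had 2 higher and 0 lower (5 and 0 over the list alone, median 0.34, adjusted p = 7.0e-07 with limma's camera and 0.29 with an estimated correlation), and that of 8 peritubular myoid genes had 0 called (0 over the list alone, median -0.052, adjusted p = 0.88, limma's camera). Cell types were those of the study's own assignment, here with all Leydig labels merged and with spermatogonial labels merged into germ cells.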

The deduced cellular localisation for all DEGs are listed in **Supplementary Table 1**. 

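Leydig cell transcripts, which serve steroid synthesis in the interstitium, fell without exception among the listed genes at E13.5. All 110 were called lower (median log2 fold change -1.38), 25.3% of the 435 called genes. Cdhr5, which encodes a protocadherin, fell from 6.28 ± 2.91 to 0.274 ± 0.194 CPM (SD, n = 3 and 2; log2 fold change -4.49, SE 0.52, adjusted p = 5.3e-05, edgeR). Sertoli cell transcripts, from the cells that line the cords, were 46 lower and 7 higher of 54 (12.2% of the called genes, median -0.77). Cldn11, which encodes a tight junction claudin, fell from 41.2 ± 8.89 to 15.8 ± 1.44 CPM (log2 fold change -1.38, SE 0.21, adjusted p = 5.6e-04, edgeR), and Defb19, which encodes a beta-defensin, from 83 ± 11 to 42.8 ± 1.55 CPM (log2 fold change -0.96, SE 0.13, adjusted p = 3.1e-04, edgeR; SD, n = 3 and 2 for both genes). The separate list of 24 Sertoli markers that does not draw on the study's table had 6 genes lower and 0 higher (6 and 0 over the list alone, median -0.17, adjusted p = 3.5e-06 with limma's camera, 0.070 with an estimated correlation, and a median of -0.25 without KO replicate 2). Of 9 germ cell genes 7 were lower and 1 higher.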

At E13.5, the majority of DEGs were present in Leydig cells (23.6%), followed by Sertoli cells (11.6%). By E15.5, this pattern was reversed (Sertoli (20%) and Leydig cells (9.4%), and by PND 0 there was a bias towards cell-specific DEGs being expressed in Leydig (4.6%), Sertoli (7.1%) and germ cells (4.1%) (**Figure 4E**).

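From E15.5 on, the Sertoli genes among the listed genes were mostly higher in KO and the Leydig genes mostly lower. At E15.5 the 17 listed Sertoli genes were 12 higher and 5 lower (25.4% of the 67 called genes) and the 8 Leydig genes 2 higher and 5 lower (10.4%). Against that trend Shisa8, which encodes a membrane protein of the Sertoli class, fell at E15.5 from 13.7 ± 1.86 to 2.23 ± 0.199 CPM (SD, n = 3 each; log2 fold change -2.62, SE 0.31, adjusted p = 4.6e-04, edgeR). At PND 0 the 29 Sertoli genes were 21 higher and 3 lower (8.03% of 299), the 19 Leydig genes 0 higher and 18 lower (6.02%) and the 17 germ cell genes 1 higher and 14 lower (5.02%). These genes too were chosen on the same samples, and 58 of all 83 genes called at E15.5 were higher. At that age the separate list of 24 Sertoli markers had 0 higher and 1 lower (1 and 2 over the list alone, median 0.02, adjusted p = 0.70, limma's camera), and that of 13 fetal Leydig markers had 0 called (0 over the list alone, median -0.014, adjusted p = 0.17, limma's camera, and 0.048 without WT replicate 2, with a median of -0.19).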

The DAVID functional clustering tool was applied to the DEGs in *Inha* KO testes at each age to investigate the potential cellular consequences of excess activin A bioactivity. At E13.5, the DEGs were significantly enriched in functional terms relating to the metabolism and synthesis of sterols, steroids, and lipids (**Figure 5A**). 

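Transcripts for making cholesterol, the precursor of all steroids, were lower in E13.5 KO testes almost throughout the pathway. Of 22 cholesterol synthesis genes 20 fell and 0 rose (20 and 0 over the list alone), with a median log2 fold change of -1.25 (adjusted p = 1.6e-68, limma's camera, and 0.0044 with an estimated correlation). Of 15 fatty acid synthesis genes 9 fell and 0 rose (9 and 0 over the list alone, median -0.78, adjusted p = 1.9e-23 with limma's camera and 0.0053 with an estimated correlation). Fads2, which encodes a desaturase of long-chain fatty acids, fell from 350.2 ± 69.2 to 138 ± 6.14 CPM (log2 fold change -1.35, SE 0.14, adjusted p = 2.1e-05, edgeR), and Me1, the malic enzyme that supplies NADPH, from 399 ± 63.5 to 181 ± 8.37 CPM (log2 fold change -1.14, SE 0.12, adjusted p = 1.2e-05, edgeR; SD, n = 3 and 2 for both). Of 18 genes for sterol uptake and sensing 5 fell and 0 rose (5 and 0 over the list alone, median -0.30, adjusted p = 7.6e-10 with limma's camera and 0.0044 with an estimated correlation). Scarb1, the receptor that takes up cholesterol from lipoproteins, fell from 586 ± 121 to 138 ± 7.91 CPM (SD, n = 3 and 2; log2 fold change -2.09, SE 0.26, adjusted p = 9.1e-05, edgeR). The study's keyword clusters themselves were not analysed here.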

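Tnnc1, Megf10, Irx3, Fst and Sox10 were among the genes changed at E15.5. Tnnc1, which encodes a troponin subunit of slow muscle, rose from 2.4 ± 0.153 to 5.95 ± 0.367 CPM (log2 fold change 1.31, SE 0.18, adjusted p = 0.0017, edgeR), and Megf10, which encodes a receptor that clears dying cells, fell from 10.8 ± 1.98 to 4.59 ± 0.622 CPM (log2 fold change -1.23, SE 0.18, adjusted p = 0.0037, edgeR; SD, n = 3 each). Irx3, a homeobox gene of ovarian supporting cells, rose from 1.96 ± 0.317 to 5.83 ± 1.37 CPM (log2 fold change 1.57, SE 0.25, adjusted p = 0.0068, edgeR), and Fst, which encodes the secreted activin-binding protein follistatin, from 3.46 ± 0.131 to 8.06 ± 0.558 CPM (log2 fold change 1.22, SE 0.20, adjusted p = 0.0072, edgeR; SD, n = 3 each). Sox10, a transcription factor of glial and supporting cells, fell from 17 ± 1.6 to 6.85 ± 0.454 CPM (SD, n = 3 each; log2 fold change -1.31, SE 0.21, adjusted p = 0.0072, edgeR). The list of 10 ovarian supporting cell genes was higher (3 rose and 0 fell, 4 and 1 over the list alone, median 0.31, adjusted p = 1.2e-04 with limma's camera and 0.023 with an estimated correlation), and its median was 0.15 without KO replicate 2 and 0.53 without KO replicate 3. Without WT replicate 2 the calls of Irx3, Fst and Sox10 were lost (adjusted p = 0.066, 0.060 and 0.052, edgeR).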

At E15.5, the DEGs were associated with a single functional cluster annotated as secreted proteins and glycoproteins (**Figure 5A**). 

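Lefty2, Nell1, Slc26a7, Kcne1 and Foxl2 were among the genes changed in newborn KO testes. Lefty2, which encodes a secreted antagonist of nodal signals, fell from 13 ± 3.02 to 2.53 ± 2.0 CPM (log2 fold change -2.35, SE 0.35, adjusted p = 0.0040, edgeR), and Nell1, which encodes a secreted glycoprotein of bone growth, from 5.82 ± 1.92 to 1.57 ± 0.505 CPM (log2 fold change -1.89, SE 0.28, adjusted p = 0.0045, edgeR; SD, n = 3 each). Slc26a7, which encodes an anion exchanger, rose from 42.6 ± 10.4 to 94.5 ± 23.4 CPM (log2 fold change 1.15, SE 0.18, adjusted p = 0.0058, edgeR), and Kcne1, which encodes a potassium channel subunit, from 9.16 ± 2.46 to 28.3 ± 9.01 CPM (log2 fold change 1.63, SE 0.26, adjusted p = 0.0060, edgeR; SD, n = 3 each). Foxl2, the transcription factor of ovarian granulosa cells, stayed low but rose from 0.525 ± 0.228 to 2.1 ± 0.227 CPM (SD, n = 3 each; log2 fold change 1.99, SE 0.31, adjusted p = 0.0057, edgeR). The list of 10 ovarian supporting cell genes went both ways at PND 0, with 3 higher and 2 lower (median 0.067, adjusted p = 0.18, limma's camera). With only the PND 0 samples fitted, Lefty2, Nell1, Slc26a7, Kcne1 and Foxl2 lost their calls (adjusted p = 0.079, 0.065, 0.078, 0.065 and 0.065, edgeR).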

At PND 0, the top 8 most significant clusters were enriched for terms such as glycoproteins, secreted proteins, ion transport, extracellular matrix and cell junctions (**Figure 5A**).

**Figure 5:**
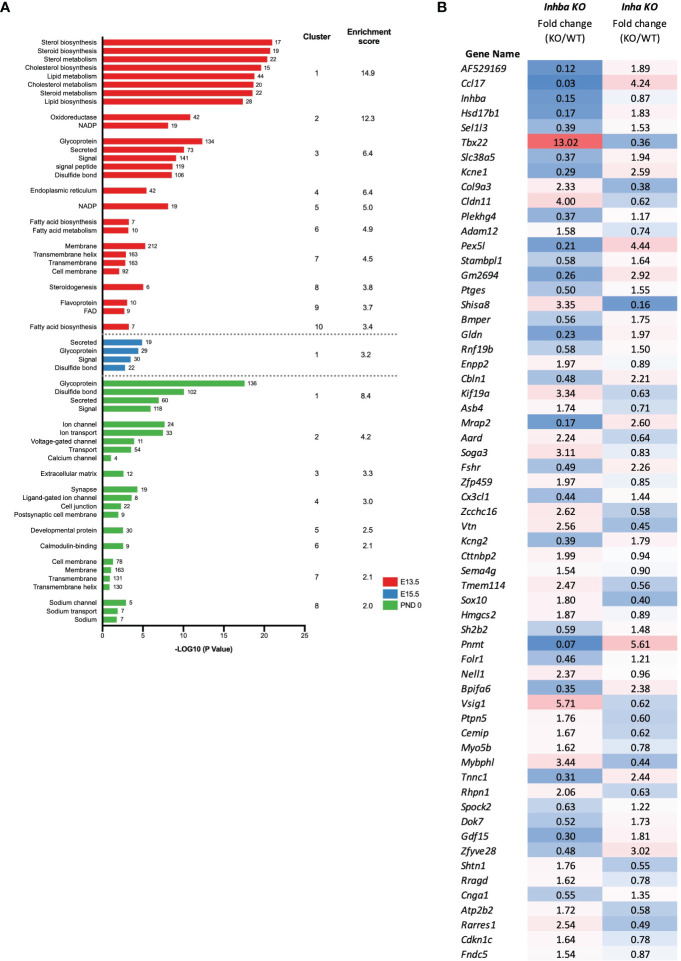
Identification of biological processes affected in *Inha* KO embryonic testes. **(A)** Functional annotation analysis of the DEGs identified at individual ages (E13.5; red, E15.5; blue, PND 0; green). Graph shows associated UniProt keywords and significance (-Log10 (P value)), top clusters and enrichment scores identified using DAVID analysis. Numbers at the end of each bar represent the number of genes associated with each keyword. **(B)** Signature of activin A bioactivity in the fetal mouse testis. List of 61 common DEGs identified in *Inhba* KO and *Inha* KO RNAseq datasets showing reciprocal expression. Fold change (based on average C.P.M.) in E15.5 *Inhba* and *Inha* KO samples is shown, with blue shading indicating a decrease and red shading an increase in the KO compared with WT.

To identify genes that could be directly responsive to activin A in embryonic testes, we compared all DEGs in the *Inha* KO whole testes (this study) with DEGs identified in the *Inhba* KO E15.5 somatic cells (19). In total, 61 transcripts were altered in both datasets (**Figure 5B**) and exhibited reciprocal changes in testes from mice with high and low activin A levels (**Figure 5B**). 

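In Inha KO testes the 61 transcripts moved in both directions. At E15.5 29 had a KO to WT ratio above 1 and 32 below 1, and 5 of the 61 lay within 10% of 1. By age 9 were called higher and 23 lower at E13.5, 22 and 5 at E15.5, and 9 and 12 at PND 0, and 2 of the 61 were called at no age. Inhba, which encodes the subunit of activin A, fell at E13.5 from 25.4 ± 9.34 to 8.43 ± 0.632 CPM (SD, n = 3 and 2; log2 fold change -1.59, SE 0.25, adjusted p = 0.0011, edgeR). Tmem114, which encodes a membrane protein of junctions, fell at E13.5 from 11.4 ± 1.66 to 4.58 ± 0.606 CPM (SD, n = 3 and 2; log2 fold change -1.32, SE 0.20, adjusted p = 6.1e-04, edgeR). Sel1l3, placed in Sertoli cells by the study, rose at E13.5 from 98.4 ± 12.7 to 168 ± 0.315 CPM (SD, n = 3 and 2; log2 fold change 0.77, SE 0.11, adjusted p = 3.9e-04, edgeR). The log2 fold change had the sign of its E15.5 value in 55 of the 61 genes at E13.5 and in 50 at PND 0. The study chose these genes partly on the same samples, so their change here is not independent evidence, and the testes with low activin A were not analysed here.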

While these genes provide a signature of altered activin A bioactivity in the fetal testis, we propose that they are strong candidates for being direct targets of activin signalling.

### Steroidogenesis is affected in Inha KO fetal mouse testes

Because altered levels of transcripts important for lipid and steroid metabolism are key outcomes of unopposed activin A in E13.5 *Inha* KO testes, Ingenuity Pathway Analysis was employed to evaluate the broader implications on this and other signalling and cellular activities. The top 15 cellular pathways affected in the E13.5 testes are identified (**Figure 6A**), and 11 of these (73%) are predicted to be inhibited (a z-score < -2). The top 4-most significantly affected pathways relate to cholesterol biosynthesis, while others relate to synthesis of zymosterol, glycocortioids and mineralcorticoids and the LXR/RXR, GPRS, CREB and S-100 family signalling pathways (**Figure 6A**). 

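Cholesterol is made from acetyl-CoA through mevalonate, squalene and lanosterol, and transcripts of enzymes from each stage were lower in E13.5 KO testes. In the mevalonate stage Fdps, which encodes farnesyl diphosphate synthase, fell from 37 ± 6.74 to 9.78 ± 2.24 CPM (log2 fold change -1.92, SE 0.21, adjusted p = 2.2e-05, edgeR; SD, n = 3 and 2). Lss, which encodes the enzyme that forms lanosterol, fell from 129 ± 34.9 to 34.4 ± 2.66 CPM (log2 fold change -1.91, SE 0.17, adjusted p = 2.8e-06, edgeR; SD, n = 3 and 2). Of the enzymes that trim lanosterol to zymosterol, Msmo1 fell from 158 ± 32.4 to 51.2 ± 5.01 CPM (log2 fold change -1.62, SE 0.15, adjusted p = 4.6e-06, edgeR) and Nsdhl from 88.1 ± 15.7 to 33.2 ± 3.72 CPM (log2 fold change -1.41, SE 0.13, adjusted p = 4.5e-06, edgeR; SD, n = 3 and 2 for both). Dhcr7, which encodes the last enzyme of one branch, fell from 217 ± 51.4 to 61.7 ± 5.12 CPM (log2 fold change -1.82, SE 0.17, adjusted p = 3.6e-06, edgeR; SD, n = 3 and 2). The pathway scores of the study were not analysed here.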

Network analysis (**Figure 6B**) indicates robust downregulation of genes involved in lipid and steroid metabolism, including *Insl3*, *Cyp17a1, Cyp11b2, Cype1a2*, amongst other transcripts expressed exclusively in fetal testis Leydig cells, including *Crhr* and *Mc2r* (49). These results demonstrate that emergence of steroidogenic Leydig cells, in either number and/or function, is disrupted in E13.5 *Inha* KO testes. 

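Insl3, the Leydig cell hormone that drives testis descent, was lower in E13.5 KO testes at 117 ± 37.7 CPM in WT (SD, n = 3) and 7.55 ± 1.59 CPM in KO (SD, n = 2) (log2 fold change -3.96, SE 0.34, adjusted p = 1.8e-06, edgeR). Crhr1, which encodes the receptor for corticotropin-releasing hormone, fell from 28.5 ± 3.75 to 3.42 ± 0.327 CPM (log2 fold change -3.06, SE 0.20, adjusted p = 6.1e-08, edgeR; SD, n = 3 and 2). Mc2r, which encodes the receptor for ACTH, fell from 9.6 ± 0.657 to 3.88 ± 0.264 CPM (log2 fold change -1.31, SE 0.16, adjusted p = 8.3e-05, edgeR; SD, n = 3 and 2), and its partner Mrap from 6.49 ± 0.891 to 0.615 ± 0.0313 CPM (log2 fold change -3.39, SE 0.32, adjusted p = 4.8e-06, edgeR; SD, n = 3 and 2). Akr1b7, which encodes an aldose reductase of steroid-making cells, fell from 6.15 ± 2.01 to 1.8 ± 0.0295 CPM (SD, n = 3 and 2; log2 fold change -1.77, SE 0.27, adjusted p = 7.1e-04, edgeR). In the list of adrenal-like steroidogenic cells 5 of 5 genes fell and 0 rose (5 and 0 over the list alone, median log2 fold change -3.39, adjusted p = 5.4e-17 with limma's camera and 0.0026 with an estimated correlation). All of them but Akr1b7 are also in the lists of Leydig steroidogenesis or fetal Leydig markers. Cyp11b2 was not analysed here.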

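Markers of differentiated fetal Leydig cells fell as a group at E13.5, while a mixed list of interstitial and Leydig progenitor genes had no call. All 13 fetal Leydig markers fell (13 and 0 over the list alone, median log2 fold change -1.97, adjusted p = 1.2e-72 with limma's camera and 6.2e-05 with an estimated correlation). Lhcgr, which encodes the receptor for luteinising hormone, fell from 55.8 ± 14.2 to 2.92 ± 0.714 CPM (log2 fold change -4.25, SE 0.33, adjusted p = 6.4e-07, edgeR), and Hao2, which encodes a peroxisomal oxidase, from 22.8 ± 7.0 to 1.32 ± 0.389 CPM (log2 fold change -4.1, SE 0.29, adjusted p = 1.5e-07, edgeR; SD, n = 3 and 2 for both). Among 22 genes of interstitial and Leydig progenitors 0 rose and 0 fell (0 and 0 over the list alone, median 0.00053, adjusted p = 0.41, limma's camera). Col1a1 and Col3a1, fibrillar collagens of the progenitor list, had log2 fold changes of 0.13 and 0.0074 (SE 0.27 and 0.19, adjusted p = 0.88 and 1.00, edgeR). Against this, 10 of the 11 stromal genes that the study lists were called lower and 1 higher (median -0.85). The study chose those genes on the same samples. From the fall of the Leydig transcripts the paper concludes that steroidogenic Leydig cells emerge in lower number or with less function in these testes. Whole-testis counts do not separate fewer cells from less transcript per cell.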

Ingenuity Pathway Analysis identified candidate upstream regulators that influence the levels of DEGs in E13.5 *Inha* KO testes (**Figure 6C**). 

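Genes under the sterol regulators SCAP, SREBF2 and SREBF1, which switch on cholesterol and fatty acid synthesis, were lower in E13.5 KO testes. Of the targets that the study names, 19 of 20 tested for SCAP were called lower (median log2 fold change -1.28), 18 of 20 for SREBF2 (median -1.38) and 22 of 27 for SREBF1 (median -1.31, with 3 called higher). The targets were taken from the study's genes changed on the same samples, so their change is not independent evidence. The regulators' own transcripts moved less, with log2 fold changes of -0.29 for Scap, -0.50 for Srebf2 and -0.30 for Srebf1 (SE 0.07, 0.09 and 0.10, adjusted p = 0.030, 0.0036 and 0.12, edgeR), each below a 1.5-fold change. Insig1, which encodes the protein that holds SCAP in place and is itself a sterol-responsive gene, fell from 118 ± 17.6 to 51.8 ± 6.72 CPM (SD, n = 3 and 2; log2 fold change -1.18, SE 0.15, adjusted p = 1.1e-04, edgeR). Por, the electron donor of steroid hydroxylases, fell from 149.6 ± 11.3 to 95.8 ± 1.27 CPM (SD, n = 3 and 2; log2 fold change -0.64, SE 0.14, adjusted p = 0.011, edgeR).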

Based on z-scores, there was a strong bias towards inhibitory factors, with 7 activating and 34 inhibitory (90%) (**Figure 6C**, **Supplementary Table**; z-score of < -3 and > 3). **Supplementary Table 2** contains the complete list of potential upstream regulators, their activation status and target genes.

**Figure 6:**
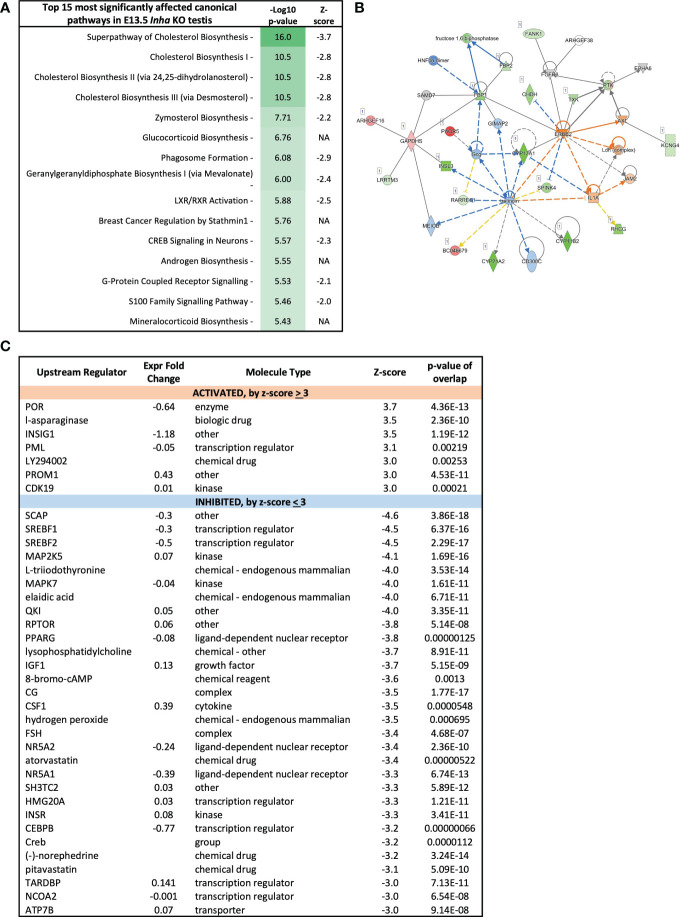
Cholesterol biosynthesis pathways inhibited in E13.5 *Inha* KO mouse testes, identified using Ingenuity Pathway Analysis (IPA). **(A)** Top 15 most affected canonical signalling pathways. Table shows pathway name, - log10 p-values, and z-score indicative of pathway activation (Z-score ≥ 3) or inhibition (Z-score ≤ −3); NA indicates z-score values > -2 and < 2. **(B)** Lipid metabolism network showing differentially expressed transcripts in E13.5 *Inha* KO testes. Upregulated transcripts are shaded red (known) or orange (predicted). Downregulated transcripts are shaded green (known) or blue (predicted). Colour intensity indicates the degree of up or downregulation. Solid lines indicates that a direct interaction between two gene products has been detected and a dotted line means an indirect interaction is supported. Relationships inconsistent with published reports are shown with yellow lines. **(C)** Predicted upstream regulators of genes differentially expressed in E13.5 *Inha* KO testes with Z score cut off of ±3.0 identified using Ingenuity Pathway Analysis. Z-score ≤ -3 indicates inhibition and a Z-score ≥3 indicates activation. Expression fold-change reflects WT versus KO values. P-value of overlap indicates a statistically significant overlap between dataset genes and genes that are regulated by an upstream regulator.

These analyses indicate that the most affected cellular processes in E13.5 *Inha* KO testes relate to Leydig cell function (**Figure 4E**) and impact on steroid/lipid biosynthesis and metabolism (**Figures 5A**, **6A**). 

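Of the gene lists tested at E13.5, the 3 with the lowest medians were those of steroid-producing cells. These lists share genes and are not separate evidence, since all tested adrenal-like genes but Akr1b7 also stand in one of the others. The 12 genes of Leydig steroidogenesis had 9 lower and 0 higher (9 and 1 over the list alone, median log2 fold change -3.25, adjusted p = 5.2e-53 with limma's camera and 6.2e-05 with an estimated correlation). Fdx1, which encodes the ferredoxin that feeds electrons to mitochondrial steroid enzymes, fell from 86.2 ± 11.4 to 13.3 ± 1.02 CPM (SD, n = 3 and 2; log2 fold change -2.7, SE 0.17, adjusted p = 4.1e-08, edgeR). The change of the steroidogenesis list differed between E13.5 and E15.5 by a median of 2.79 (adjusted p = 5.3e-53 with limma's camera and 9.1e-05 with an estimated correlation), and that of the cholesterol list by 0.98 (adjusted p = 5.8e-46 with limma's camera and 0.015 with an estimated correlation). At E15.5 the median of the steroidogenesis list was -0.065 (adjusted p = 0.25, limma's camera).

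**Figure D1:**
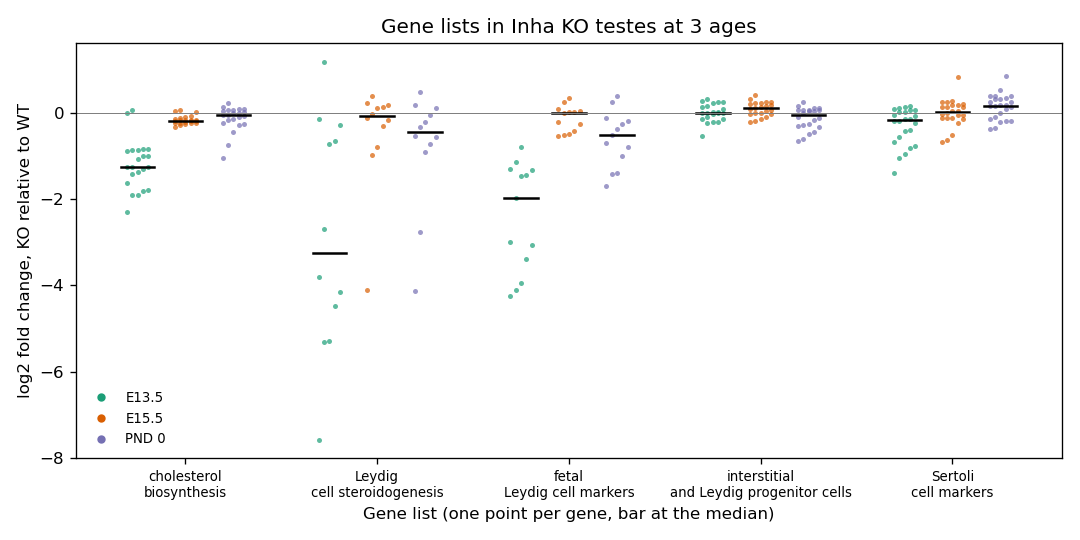
Log2 fold changes (KO relative to WT) of the genes of 5 lists at E13.5, E15.5 and PND 0. Each point is 1 gene and each bar the median of its list.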

Levels of key steroidogenic enzyme transcripts involved in the Δ4 classical steroidogenesis pathway, the predominant pathway in rodents, are presented in **Figure 7**. At E13.5, transcripts produced in fetal Leydig cells encoding *Star*, *Cyp11a1*, *Hsd3b1* and *Cyp17a1* were robustly detected in WT testes but were barely detected in *Inha* KO (**Figure 7A**). In contrast, there were no differences in transcripts encoding steroidogenic enzymes *Hsd17b1*, *Hsd17b3* and *Srd5a1*, which are exclusively expressed in fetal Sertoli cells at this age (**Figure 7A**). 

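Star carries cholesterol into mitochondria, Cyp11a1 cleaves its side chain, and Hsd3b1 and Cyp17a1 turn the product into androgens, so the 4 transcripts cover the route from cholesterol to androstenedione. At E13.5 Star had 324 ± 105 CPM in WT (SD, n = 3) and 18.3 ± 1.06 CPM in KO (SD, n = 2) (log2 fold change -4.15, SE 0.26, adjusted p = 4.1e-08, edgeR). Cyp11a1 fell from 844 ± 276 to 21.1 ± 4.32 CPM (log2 fold change -5.32, SE 0.38, adjusted p = 2.2e-07, edgeR), Hsd3b1 from 555 ± 98.9 to 39.5 ± 2.83 CPM (log2 fold change -3.81, SE 0.21, adjusted p = 2.2e-08, edgeR) and Cyp17a1 from 1326 ± 468 to 59.5 ± 12 CPM (log2 fold change -4.48, SE 0.36, adjusted p = 8.1e-07, edgeR; SD, n = 3 and 2 for all 3 genes). All KO libraries lay below all WT libraries for each gene, the most extreme result that 3 against 2 libraries allow (exact permutation p = 0.1). The KO libraries still held 802 counts of Star, 925 of Cyp11a1, 1732 of Hsd3b1 and 2612 of Cyp17a1 in total, so the transcripts remained measurable.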

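Sertoli cells convert androstenedione to testosterone at this age through the enzymes of Hsd17b1 and Hsd17b3, and Srd5a1 encodes the reductase that makes dihydrotestosterone. At E13.5 Hsd17b1 had 32.5 ± 14.9 CPM in WT and 51.4 ± 8.24 CPM in KO (log2 fold change 0.66, SE 0.27, adjusted p = 0.23, edgeR; SD, n = 3 and 2). Hsd17b3 had 57.3 ± 1.81 and 49.3 ± 1.44 CPM (log2 fold change -0.22, SE 0.09, adjusted p = 0.22, edgeR), and Srd5a1 12.8 ± 0.369 and 12.6 ± 0.309 CPM (log2 fold change -0.022, SE 0.14, adjusted p = 0.97, edgeR; SD, n = 3 and 2 for both). None of the 3 passed over all genes (1 was higher over the list alone), and the median of the list they form was -0.022 (adjusted p = 0.89, limma's camera, whose direction was higher). In simulated E13.5 counts a 1.5-fold change was called for 27 of 67 genes, and for 35 by adjusted p alone (edgeR). A call also needs an estimate of at least 1.5-fold, which a true change of that size often misses. A rise of Hsd17b1 of this size is thus not excluded.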

In *Inha* KO testes at E15.5, most of steroidogenic transcripts were unaffected except for *Star* (reduced) and *Hsd17b1* (increased). 

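By E15.5 KO testes held Leydig transcripts for side chain cleavage and androgen synthesis near the WT level, while Star stayed lower. Star had 534 ± 69.8 CPM in WT and 273 ± 28.3 CPM in KO (log2 fold change -0.97, SE 0.18, adjusted p = 0.022, edgeR; SD, n = 3 each). Cyp11a1 had 1540.1 ± 85.6 and 1805 ± 109.9 CPM (log2 fold change 0.23, SE 0.26, adjusted p = 0.80, edgeR), Hsd3b1 837 ± 49.2 and 826 ± 5.78 CPM (log2 fold change -0.019, SE 0.16, adjusted p = 0.98, edgeR) and Cyp17a1 2589 ± 72.4 and 2297 ± 158 CPM (log2 fold change -0.17, SE 0.26, adjusted p = 0.85, edgeR; SD, n = 3 each). Hsd17b1 had 100.5 ± 8.71 CPM in WT and 187 ± 12.9 CPM in KO (log2 fold change 0.90, SE 0.24, adjusted p = 0.12, edgeR; SD, n = 3 each), with an adjusted p of 0.0020 when only the E15.5 samples were fitted. The list of Hsd17b1, Hsd17b3 and Srd5a1 had 0 genes called (1 higher over the list alone, median 0.26, adjusted p = 0.0064 with limma's camera and 0.15 with an estimated correlation). The call of Star was lost without WT replicate 1, 2 or 3 (adjusted p = 0.055, 0.072 and 0.099, edgeR) and without KO replicate 1 or 2 (adjusted p = 0.12 and 0.058, edgeR).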

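In newborn testes Hsd17b1, the Sertoli cell enzyme, was higher in KO, and Hsd3b1, Star, Cyp11a1 and Cyp17a1 of Leydig cells had lower values that did not pass. Hsd17b1 rose from 205 ± 40.9 to 393 ± 76.8 CPM (log2 fold change 0.94, SE 0.23, adjusted p = 0.037, edgeR), and Hsd17b3 had 186 ± 12.8 CPM in WT and 240.1 ± 11.2 CPM in KO (log2 fold change 0.37, SE 0.07, adjusted p = 0.016, edgeR, below a 1.5-fold change; SD, n = 3 each). Hsd3b1 had 933 ± 163 and 636 ± 163 CPM (log2 fold change -0.55, SE 0.16, adjusted p = 0.055, edgeR), Star 183 ± 32.8 and 126 ± 7.56 CPM (log2 fold change -0.54, SE 0.19, adjusted p = 0.098, edgeR), Cyp11a1 1012 ± 182 and 616 ± 293 CPM (log2 fold change -0.72, SE 0.26, adjusted p = 0.11, edgeR) and Cyp17a1 379 ± 164 and 202 ± 29.5 CPM (log2 fold change -0.91, SE 0.26, adjusted p = 0.057, edgeR; SD, n = 3 each). The Leydig steroidogenesis list had 2 genes lower and 0 higher (4 and 0 over the list alone, median -0.44, adjusted p = 0.011 with limma's camera and 0.32 with an estimated correlation, and a median of -0.66 without WT replicate 2). The call of Hsd17b1 was lost without WT replicate 1 (adjusted p = 0.083), WT replicate 2 (0.14), KO replicate 2 (0.18) or KO replicate 3 (0.11), with a robust dispersion (0.061) and with only the PND 0 samples fitted (0.078, all edgeR).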

At PND 0, steroidogenic enzyme transcripts produced in Leydig cells were not significantly different except for *Hsd3b1* (decreased) whereas the activin A-responsive steroidogenic enzymes expressed in Sertoli cells, *Hsd17b1* and *Hsd17b3* (19, 48), were significantly increased.

**Figure 7:**
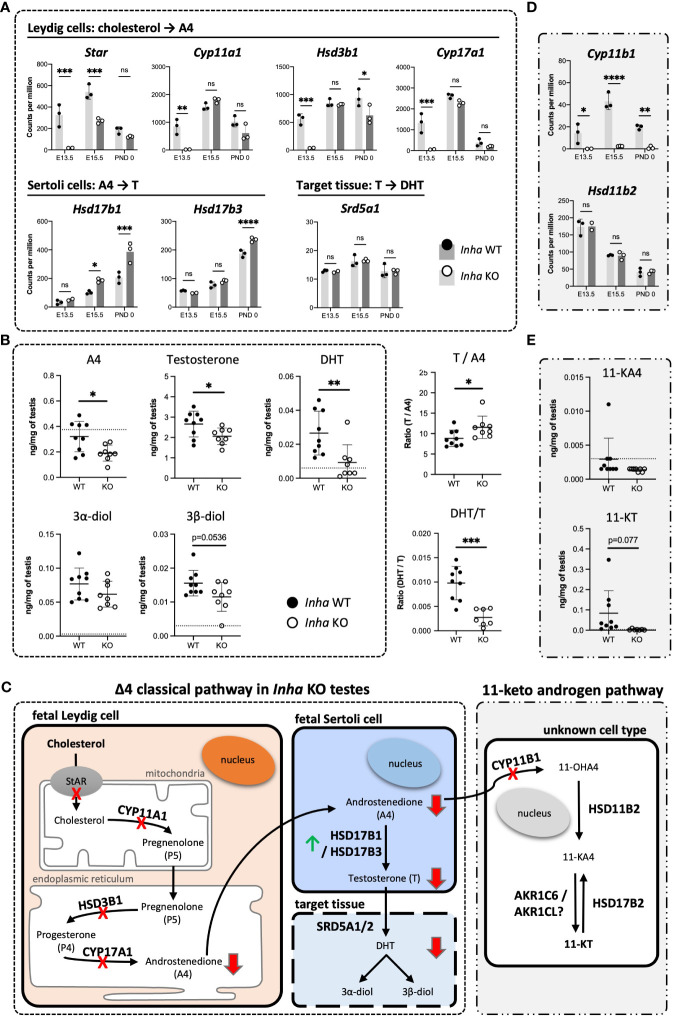
Impaired testosterone and DHT synthesis in fetal mouse testes with elevated activin A **(A)** Transcripts encoding enzymes that convert cholesterol to A4 in fetal Leydig cells (*Star, Cyp11a1, Hsd3b1, Cyp17a1*), androstenedione (A4) to testosterone (T) (*Hsd17b1, Hsd17b3*) in Sertoli cells, and T to DHT (*Srd5a1*). **(B)** Transcripts involved in conversion of A4 to 11-KT (*Cyp11b1, Hsd11b2, Hsd17b2*). Graphs show relative expression measured by Fluidigm in *Inha* WT (black symbol) compared with *Inha* KO (white symbol) whole gonads aged E13.5, E15.5 and PND 0. Values represent mean ± SD. Significance determined using an unpaired two-tailed t-test, ns, not significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **(C, D)** Hormone measurements in E17.5 *Inha* x OG2 mouse testes. Graphs show ng/mg of testis measured by LC-MS in *Inha* x OG2 WT (black circles) and KO (white circles) E17.5 paired testes. N = 8-9/genotype. Mean ± SD. DL, detection limit set at: limit of detection (LOD) per analyte (dotted line). Not detectable values set at: LOD per analyte divided by 2. **(E)** Summary schematic of the Δ4 classic steroidogenic and the 11 keto-androgen pathway in fetal mouse testes. In fetal Leydig cells, StAR (steroidogenic acute regulatory protein) binds and transfers cholesterol from the outer to the inner mitochondrial membrane where the enzyme CYP11A1 catalyzes conversion to pregnenolone (P5). Thereafter, P5 is transferred to the endoplasmic reticulum, where HSD3B1 and CYP17A1 enzymes convert it to progesterone (P4) and androstenedione (A4), respectively. The final step in testosterone synthesis occurs in the fetal Sertoli cells and involves the reduction of A4 to T, catalyzed by HSD17B3 and HSD17B1. T is reduced to form dihydrotestosterone (DHT), and then 3α-diol and 3β-diol in target tissues. A lack of HSD17b1 and HSD17b3 enzymes can result in A4 being diverted into the 11-ketoandrogen pathway. Red crosses and red arrows indicate reduced transcripts and hormones respectively. Green arrow indicates elevated transcripts. 11-OHA4, 11β-hydroxyandrostenedione; 11-KA4, 11-keto androstenedione; 11-KT, 11-ketotestosterone; DL, decision limit; E, embryonic day; KO, knockout; LOD, limit of detection; SD, standard deviation; WT, wild type.

To assess the outcomes of these transcriptional differences in *Inha* KO testes, several steroids were measured in E17.5 mouse testes using mass-spectrometry. Androstenedione (A4), testosterone and DHT were each significantly lower in *Inha* KO testes compared to their WT counterparts (**Figure 7B**), indicating that the overall level of steroidogenesis was reduced. The ratios of particular steroids highlighted key affected steroid biosynthesis steps (**Figure 7B**): the elevated T/A4 ratio in *Inha* KO testes was consistent with increased Sertoli cell expression of testosterone synthesising enzymes *Hsd17b1* and *3* (**Figure 7A**), while the lower DHT/T ratio indicates 5alpha-reduction of testosterone is diminished. These results provide evidence that elevated activin A transiently impacts on Leydig cell gene transcription (**Figure 4E**), reducing the production of androstenedione (A4) (**Figure 7C**) at E13.5, whereas at later time points, the capacity for Sertoli cells to convert A4 into testosterone (T) is elevated.

We previously identified that levels of the 11-keto steroids 11-KA4 and 11-KT are increased when activin A are decreased (in *Inhba* KO testes) at E17.5 (19), suggesting their synthesis was responsive to activin A bioactivity. During the conversion of A4 to the 11-ketoandrogens, CYP11B1 converts A4 to the first 11-keto derivative, 11-OHK4 (**Figure 7C**). 11-OHK4 is then converted to 11-KA4 by HSD11B2, and 11-KA4 is converted to 11-KT by AKR1C6/AKR1CL (**Figure 7C**). Importantly, *Cyp11b1* was barely detected in *Inha* KO testes at all ages but *Hsd11b2* levels were not altered (**Figure 7D**), and *Hsd17b2* was not detected (data not shown). 

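Cyp11b1 encodes the enzyme that makes corticosterone and 11-oxygenated androgens, and its transcript was lower in KO testes at each age. At E13.5 it fell from 14.2 ± 8.83 to 0.0685 ± 0.0968 CPM (SD, n = 3 and 2; log2 fold change -7.58, SE 1.07, adjusted p = 3.6e-04, edgeR), at E15.5 from 42.7 ± 7.85 to 2.47 ± 0.188 CPM (log2 fold change -4.11, SE 0.52, adjusted p = 8.2e-04, edgeR) and at PND 0 from 19.5 ± 1.93 to 1.1 ± 1.38 CPM (log2 fold change -4.13, SE 0.58, adjusted p = 0.0033, edgeR; SD, n = 3 each). The WT libraries held 903, 2842 and 1267 counts in total and the KO libraries 3, 162 and 71. Hsd11b2, which encodes the enzyme that inactivates corticosterone, had 172 ± 21.6 and 175 ± 14 CPM in WT and KO at E13.5 (log2 fold change 0.027, SE 0.18, adjusted p = 0.97, edgeR; SD, n = 3 and 2), and log2 fold changes of 0.0052 and 0.072 at the later ages (adjusted p = 0.99 and 0.84, edgeR). Hsd17b2 had 1, 76 and 13 counts in all WT libraries and 3, 35 and 8 in all KO libraries of the 3 ages. The E13.5 call of Cyp11b1 was lost with limma voom (adjusted p = 0.095), and its PND 0 call with only the PND 0 samples fitted (adjusted p = 0.059, edgeR).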

We were unable to confidently measure 11-KA4 in E17.5 testes however 11-KT, measurable in WT testes, was undetectable in *Inha* KO testes (**Figure 7E**) indicative of reduced 11-keto androgen production in testes with unopposed activin. Overall, these data suggest that elevated activin A levels in early fetal life have a major impact on testicular steroidogenesis, affecting first fetal Leydig cells, then Sertoli cells (**Figure 7A**). The overall outcome is that levels of both testosterone and DHT, androgens crucial to testicular development and fetal masculinisation are reduced.

### Activin A and MEHP exposures result in similar germ cell phenotypes and can regulate common transcripts

The absence of activin A (in *Inhba* KO testes) has been reported to predominantly affect somatic cells, in particular the Sertoli cells (12, 19), whilst MEHP predominantly impacts Leydig cell functions in rodents (27, 50). Nevertheless, due to the common germ cell phenotypes of increased MNG numbers and gonocytes present in the interstitium at E15.5 following MEHP exposure (27) and reported here for *Inha* KO testes, we hypothesised that activin and MEHP regulate common pathways and genes. E15.5 mouse testes fragments were cultured for 72 hrs with activin A (25 ng/ml), MEHP (200 µm) or both factors. Immunofluorescence images showed that culture with activin A and MEHP, individually or combined, resulted in increased frequency of MNGs within cords and gonocytes outside cords (**Figure 8A**). Quantification showed neither activin A or MEHP alone altered the total density of gonocytes, however there was a modest but statistically significant increase in cultures with both factors present (**Figure 8B**). The proportion of gonocytes outside cords was increased by activin A and robustly enhanced by MEHP (**Figure 8C**). Interestingly, testis fragments exposed to both activin A and MEHP did not have a higher proportion of gonocytes outside cords (**Figure 8C**). Fragments cultured with activin A or MEHP, or both combined, displayed a striking increase in the proportion of multinucleated gonocytes (MNGs) (**Figure 8D**).

**Figure 8:**
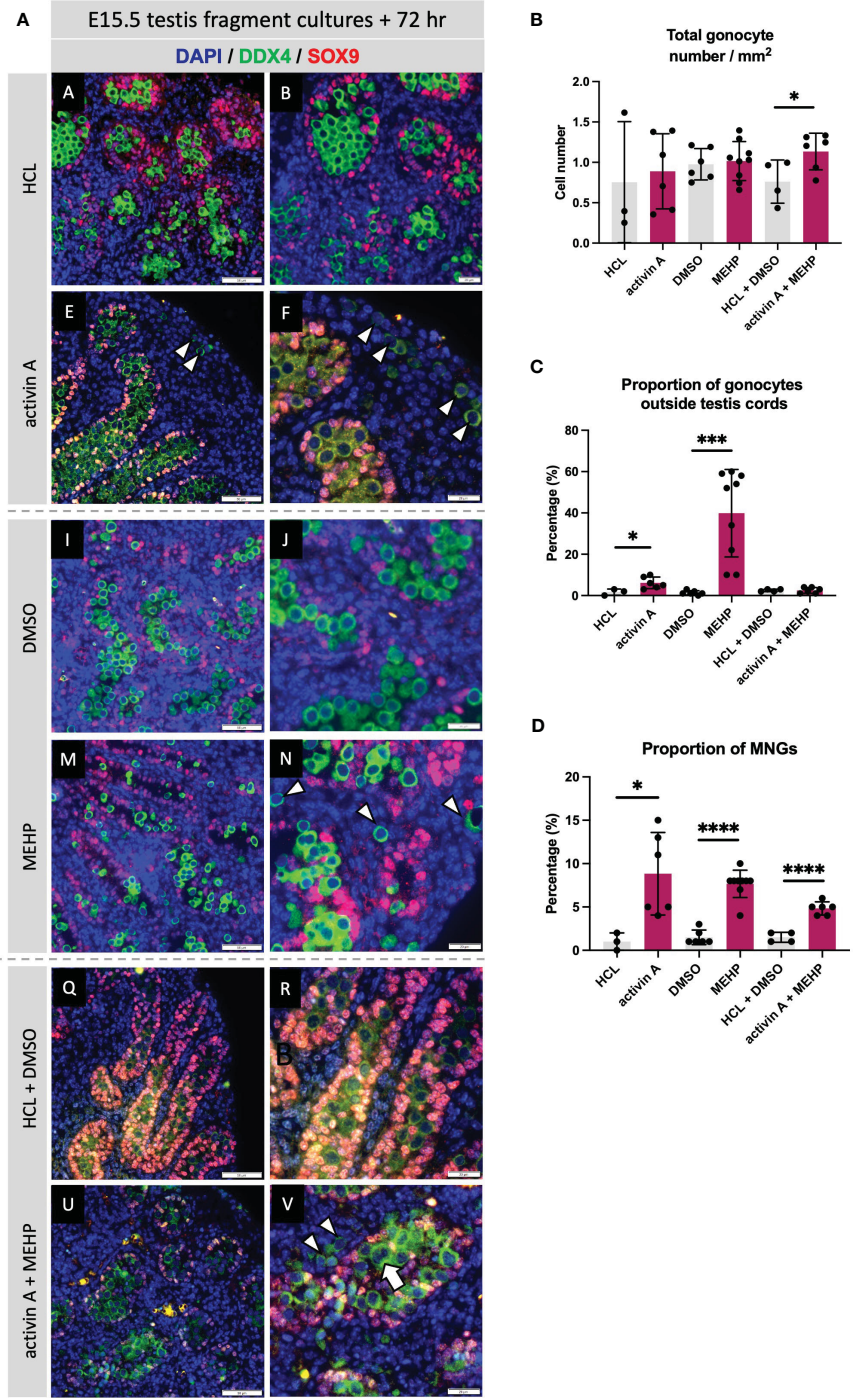
Acute exposure to activin A and MEHP increases the proportion of multinucleated gonocytes and gonocytes outside the cords. **(A)** Representative images of E15.5 WT testis fragment cultured with activin A, MEHP, activin A and MEHP combined, or appropriate vehicle controls (HCL for activin A, DMSO for MEHP) for 72 hrs. Immunofluorescent detection of germ (DDX4) and Sertoli cells (SOX9) highlight presence of gonocytes outside the cords and multinucleated gonocytes. Scale bars = 20 µm. All images stained with DAPI. Graphs show **(B)** Total gonocyte number/mm^2^, **(C)** Proportion of gonocytes outside testis cords, **(D)** Proportion of multinucleated gonocytes (MNGs) in E15.5 testis fragments treated with appropriate controls (grey bars), activin A, MEHP or activin A + MEHP combined (purple bars) for 72 hrs. Graphs show mean ± SD, along with individual data points. N = 3 animals per genotype. Statistical differences were determined by two-tailed unpaired t-test, * p<0.05, *** p<0.001, **** p<0.0001.

To test for relationships in transcriptional regulation by activin and MEHP, transcript levels measured in whole fetal testes with different activin bioactivity levels were compared with those in E15.5 testis fragments cultured for three days with MEHP. Known activin-responsive transcripts (in *Inhba* testes; (19)) that were also identified as DEGs in whole *Inha* KO vs WT testes (this study), and selected germ cell markers, including markers of spermatogonial stem cells (SSCs), were examined.

Amongst the activin-responsive somatic cell transcripts, several that are expressed in fetal and immature Sertoli cells were identified as significantly altered in all three groups (**Figure 9**). *Amh*, encoding Anti-Mullerian Hormone, was significantly decreased at multiple ages in both *Inha* and *Inhba* mouse testes and in MEHP cultures, while in contrast, levels of *Ccl17*, encoding the chemokine CCL17, were positively regulated by activin A (i.e. increased in *Inha* KO and decreased in *Inhba* KO testes). *Ccl17* was also significantly increased by MEHP (**Figure 9**). *Gja1* was significantly lower in E13.5 *Inha* KO testes, E15.5 *Inhba* KO testes and in MEHP-treated samples (**Figure 10**). Also known as *Cx43*, *Gja1* encodes an activin A-regulated gap junction protein, GJA1, crucial for postnatal blood-testis barrier formation and important for Sertoli cell maturation that is affected by *in vivo* DEHP exposure (51). In fetal mouse testes lacking activin A (*Inhba* KO), the Sertoli cell-expressed enzymes Hsd17b1 and Hsd17b3, which convert A4 to T, are reduced while in the contrasting condition of unopposed activin A (*Inha* KO testes), only *Hsd17b1* was higher at E15.5. *Hsd17b1* was not altered by MEHP exposure, however *Hsd17b3* was significantly reduced. *Sel1l3*, which encodes a protein of unknown function and poorly characterised distribution, and *Serpina5*, encoding a serine proteinase inhibitor produced in Sertoli and other cell types, were both increased in testes with elevated activin A (*Inha* KO), decreased in the absence of activin A (*Inhba* KO), and reduced following MEHP treatment. The *Csf1* transcript, encoding cytokine colony stimulating factor 1 (CSF1), is more broadly expressed, being produced in interstitial cells including the vasculature, macrophages, Leydig and peritubular myoid cells (reviewed in (52, 53)). *Csf1* was increased significantly in MEHP-treated testis fragments but increased only modestly at E13.5 in *Inha* KO testes (**Figure 9**). Overall, these findings indicate that the dynamic range of activin A signalling differs between target genes and that many activin-regulated transcripts of functional importance to fetal testis development that are synthesized in Sertoli cells can be altered by exposure to MEHP.

**Figure 9:**
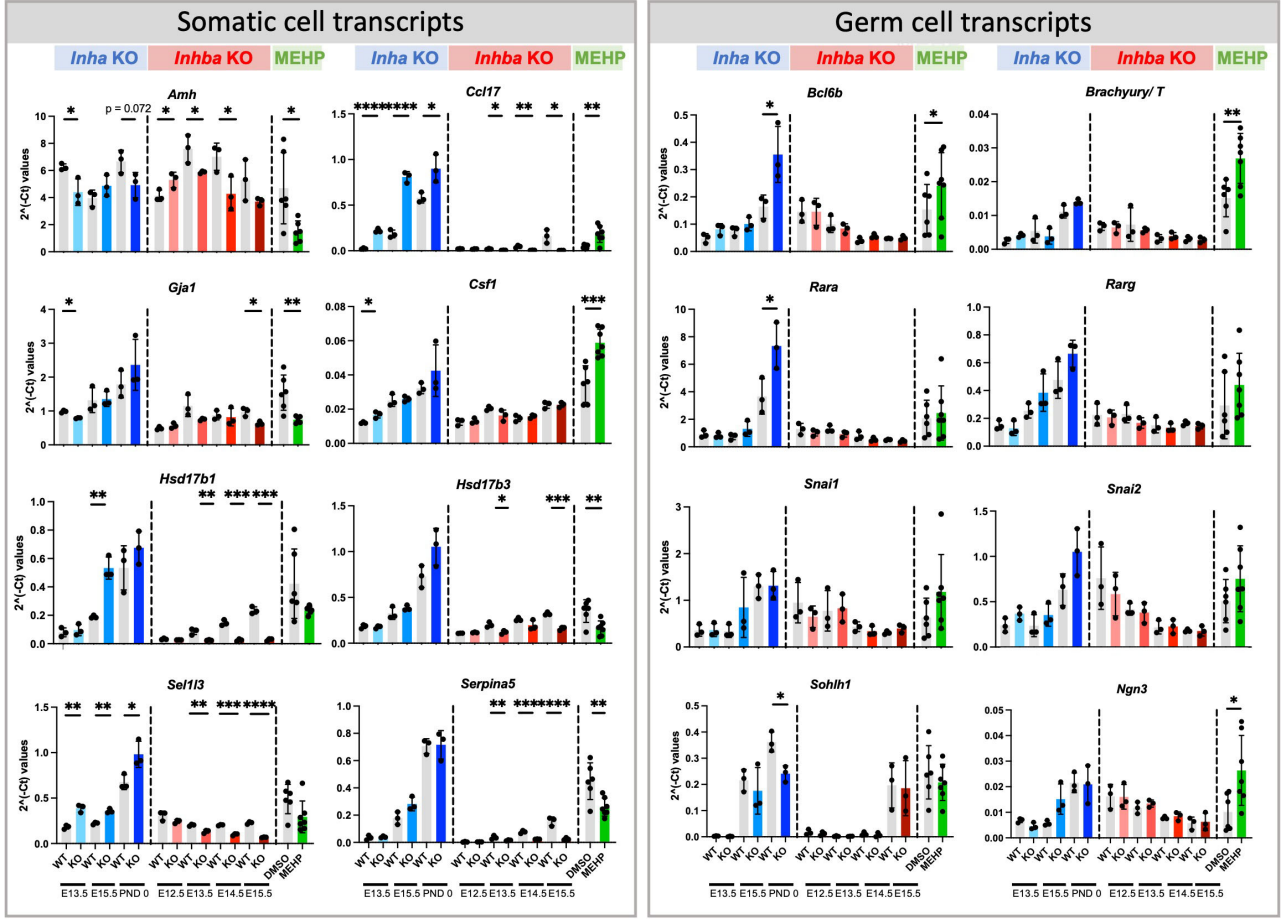
Somatic and germ cell transcripts in whole mouse testes commonly affected by exposure to chronically altered activin A and acute exposure to MEHP. Fluidigm analysis of *Inha* WT and KO (grey/blue bars), *Inhba* WT and KO (grey/red bars) whole testes and of testis fragments cultured with DMSO (vehicle control) or MEHP for 72 hrs (grey/green bars). Graphs show ΔΔCt normalised to the average of housekeeper genes (*Canx* and *Mapk1*) measured in independent whole gonads aged E12.5 – PND 0. N=3/age/genotype or n=6-7/culture condition. Gonocyte transcripts were further normalized to *Ddx4* to account for germ cell population changes. Values represent mean ± SD. Significance determined using two-tailed unpaired t-test, * p<0.05, ** p<0.01, *** p<0.001, and **** P<0.0001.

**Figure 10:**
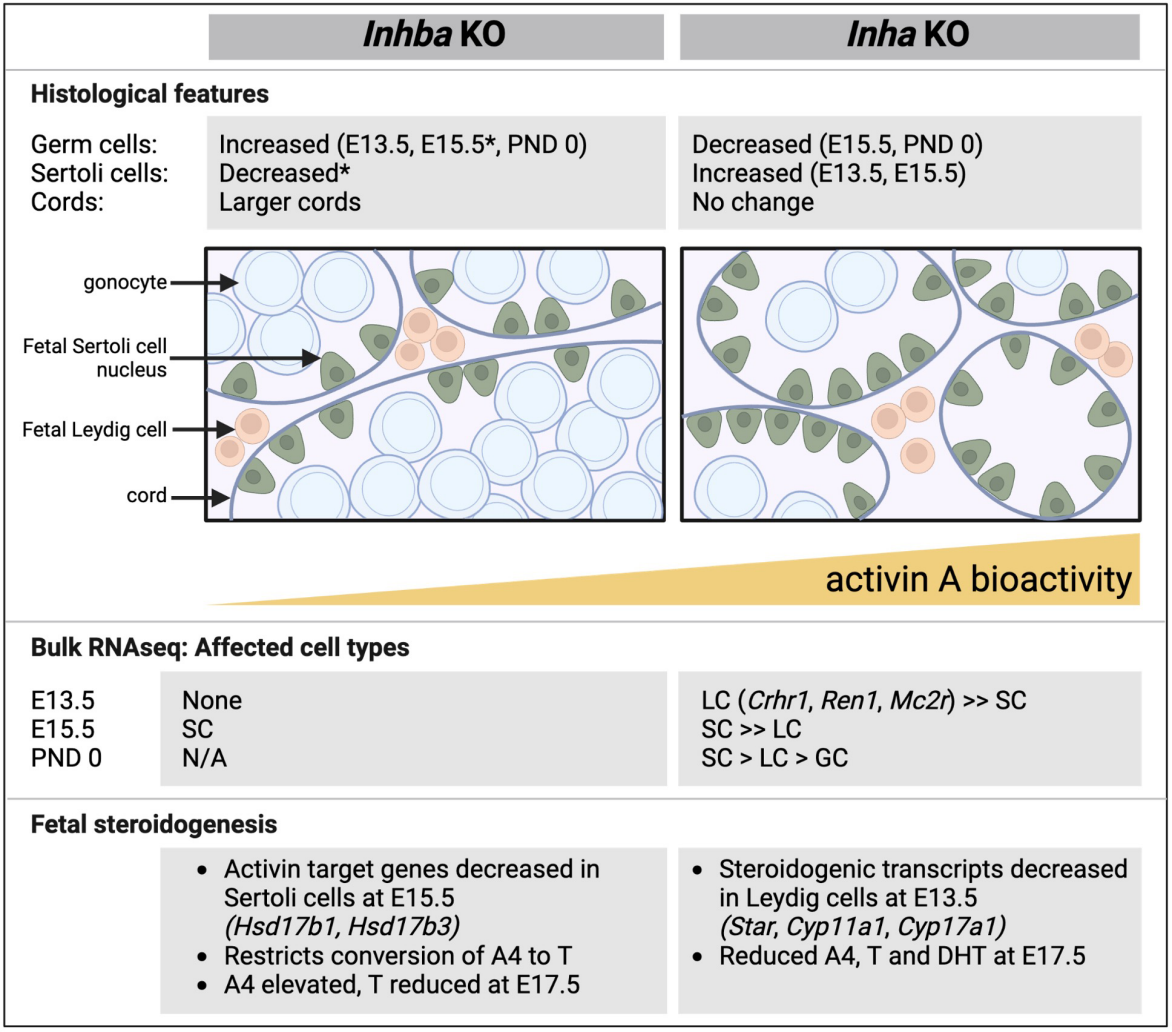
Comparative summary of fetal testis phenotypes observed in mice lacking activin A (I*nhba* KO) and with unopposed activin A (*Inha* KO). Key histological features, outcomes from RNA sequencing, and features relating to steroid production shown in affected cell types. In general, there is a reciprocal relationship between germ cell and Sertoli cell numbers. In the *Inhba* KO testes, Sertoli cells are the predominantly affected cell type, evident at E15.5, while in *Inha* KO testes, Leydig cells are affected at E13.5. In both models, T production is reduced. Data are collated from this manuscript and previous studies (6, 12, 19). E, embryonic; PND, postnatal day; SC, Sertoli cell; LC, Leydig cells; GC, germ cells; A4, androstenedione; T, testosterone; DHT, dihydrotestosterone, N/A, not available; * indicates data from 6.

To account for the reduction in gonocytes, measures of germ cell transcripts were normalised to the germ cell marker, *Ddx4*. Amongst the cohort of SSC-specific transcripts examined, regulation by activin was limited to the PND 0 *Inha* KO testis, with *Bcl6b* and *Rara* significantly elevated and *Sohlh1* significantly decreased (**Figure 9**). Exposure to MEHP elevated *Bcl6b*, *T*, and *Ngn3*, each of which normally increase normally between E15.5 and PND 0, which suggests MEHP actions can advance the trajectory of germ cell development.

## Discussion

Activin A is a ubiquitous, highly conserved protein that drives formation of gonadal stromal cell tumours in adult mice which lack its potent inhibitor, inhibin (*Inha* KO) (31). To examine activin A functions in fetal testis biology, mouse models lacking or designed to conditionally ablate activin A (*Inhba* KO, Amhr2^cre/+^; *Inhba^fl^* ^/−^ conditional KO) have been employed (6, 12, 19). Sertoli cells have been established as a key target, with cord formation, germ cell maturation and steroid production all shown to be altered by activin A deficiency. However, during human pregnancy, maternal serum activin A can be elevated in conditions such as pre-eclampsia, fetal growth restriction, infection and exposure to certain medications (2–5). Because activin A can cross the placenta, its potential to influence fetal development should be assessed to understand how exposure to supraphysiological levels of activin A may affect organ development and ultimately adult health. This study has identified for the first time the effects of unopposed/elevated activin A signalling on fetal testis development in the *Inha* KO mouse.

Precursors to Sertoli cells have been identified near the coelomic epithelium in the fetal mouse as early as E10.5; these are *Wnt4+* and *Sox9+* cells that are initially sexually bipotential (termed supporting-like cells, or SLCs) but acquire a sex-specific identity by E12.5 (10). A progenitor *Wnt5*a+ cell population emerging from both coelomic epithelium and mesonephros gives rise to steroidogenic cells that form fetal and adult Leydig cells and peritubular myoid cells, detected from E11.5 onwards (9, 49). While the absence of activin A predominantly affects Sertoli cells at E15.5 (19), our new data reveal that, in the reciprocal condition of elevated activin A bioactivity, fetal Leydig cells are the principal cell type affected at E13.5. 

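Insl3, Lhcgr and Ren1 are transcripts of fetal Leydig cells, and their difference between genotypes was smaller after E13.5. Insl3 had a log2 fold change of 0.25 at E15.5 (adjusted p = 0.74, edgeR), a difference of 4.21 from E13.5 (SE 0.41, adjusted p = 1.6e-05, edgeR interaction test). At PND 0 Insl3 had 161 ± 7.38 CPM in WT and 61.1 ± 26.1 CPM in KO (log2 fold change -1.4, SE 0.24, adjusted p = 0.0083, edgeR; SD, n = 3 each). Lhcgr fell from 29.6 ± 9.33 to 11 ± 3.57 CPM (log2 fold change -1.43, SE 0.24, adjusted p = 0.0073, edgeR) and Ren1, which encodes renin, from 297 ± 10.3 to 91.5 ± 37.3 CPM (log2 fold change -1.7, SE 0.27, adjusted p = 0.0061, edgeR; SD, n = 3 each). The 13 fetal Leydig markers had a median log2 fold change of -0.014 at E15.5 (0 called, adjusted p = 0.17, limma's camera) and -0.52 at PND 0 (5 lower and 0 higher, 6 and 0 over the list alone, adjusted p = 2.3e-08 with limma's camera and 0.073 with an estimated correlation). Without PND 0 KO replicate 2 the calls of Insl3, Lhcgr and Ren1 were lost (adjusted p = 0.070, 0.058 and 0.058, edgeR), as they were with only the PND 0 samples fitted (adjusted p = 0.073, 0.079 and 0.058, edgeR).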

The gross reduction of the vast majority of Leydig cell-specific transcripts (49) indicates that this cell population has not emerged appropriately from its precursor population, which normally expands from 0.1% of the total testis population at E12.5 to 4.1% at E13.5 (17). Although *Inha* KO Leydig cells appeared grossly normal at E13.5, it is interesting that adult *Inha* KO testes have fewer Leydig cells (31); of relevance is the demonstration that fetal Leydig cells contribute to the adult population (17).

In the fetal testis, Leydig cells perform the important role of converting of cholesterol to A4, while enzymes in Sertoli cells convert A4 to T. Transcripts encoding several key steroidogenic enzymes (*Star*, *Cyp11a1*, *Hsd3b1*, *Cyp17a1*) were barely detectable at E13.5 in *Inha* KO testes, but the levels of each of these recovered by E15.5, with only *Star* significantly lower than in WT at this age. The observation from Ingenuity Pathway Analyses that several cholesterol biosynthesis pathways were inhibited at E13.5, highlights the profound impact on Leydig cells and/or processes that underpin steroid production. Despite the transient reduction of these transcripts, we recorded a long-term effect on steroid production at E17.5, with reduced A4, T and DHT in *Inha* KO testes, consistent with reduced bioavailability of the enzymes required to produce them. Crucially, this shows the Leydig cells are acutely sensitive to the condition of elevated activin A bioactivity at and immediately after the time of sex determination, with the potential to restrict androgen production at later ages resulting from early exposure. However, the model we used represents a condition of chronic elevation, and the transition from Leydig cell to Sertoli cell transcriptional changes does highlight the functional interdependency of these two cells which are both required for androgen synthesis in the fetal testis. The potential for extra-testicular sources of activin A to regulate these important transitions remains to be explored.

In *Inha* KO mice lacking inhibin proteins, germ cells at E13.5 appear grossly normal and are fully enclosed within the testis cords. However, the reduction in germ cells to 50% of WT levels at E15.5 and PND 0 indicates their vulnerability to elevated activin A bioactivity during early fetal testis development. The formation of multinucleated cells within the nascent cords, and the abnormal appearance of germ cells outside of the cords at E15.5 is followed by germ cell loss. In the normal course of events, multinucleated cells are detected by the tetraploidy checkpoint, resulting in G1 arrest followed by apoptosis (reviewed in (54)), and germ cells that remain within the interstitium are removed by resident macrophages (55). Therefore, we propose that in both instances, germ cells are lost through apoptotic events designed to remove aberrant and mislocated cells from the germ cell pool. What underlies these phenotypes will be of interest for understanding quality control in the male germline and its vulnerability to environmental stress.

Bi- and multi-nucleated cells can arise during conditions of disease and stress from incomplete cytokinesis, cell-cell fusion, and cell cycle disruptions such as mitotic slippage and endoreduplication. Male germ cells uniquely undergo regulated incomplete cytokinesis and remain connected by stable intracellular bridges forming germline syncytia (56). By E15.5, murine male germ cells are typically quiescent (57) and they do not undergo cytokinesis. Endoreduplication, or genome replication in the absence of mitosis, is due to modulation of cyclin-dependent kinase (CDK) activity (58). In the E13.5 *Inha* KO testis, *Cdkn1c* (encoding p57) and *Cdk18* are both significantly decreased, and intriguingly, *Cdkn1c* is a potent negative regulator of cell proliferation (59). Therefore, we speculate that the decrease in cyclin levels results in endoreduplication and the transient formation of multi-nucleated cells in *Inha* KO testes. 

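Cdkn1c encodes p57, which stops the cell cycle by inhibiting cyclin-dependent kinases, and Cdk18 encodes a kinase of the same family. At E13.5 Cdkn1c fell from 282 ± 42.5 to 148 ± 1.52 CPM (log2 fold change -0.93, SE 0.13, adjusted p = 3.6e-04, edgeR) and Cdk18 from 6.2 ± 0.488 to 2.51 ± 0.0682 CPM (log2 fold change -1.3, SE 0.22, adjusted p = 0.0020, edgeR; SD, n = 3 and 2 for both). Of the 8 CDK inhibitors Cdkn1c alone was called (1 lower over the list alone, median log2 fold change -0.29, adjusted p = 0.019 with limma's camera and 0.15 with an estimated correlation, and a median of -0.18 without WT replicate 3). The 16 proliferation genes had 0 called and a median of 0.18 (adjusted p = 5.0e-04 with limma's camera and 0.26 with an estimated correlation), with log2 fold changes of 0.46 for Mki67 and 0.20 for Top2a, markers of dividing cells (adjusted p = 0.13 and 0.24, edgeR).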

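Tex14, Cep55 and Anln encode proteins of the intercellular bridge, which holds dividing germ cells together. At E13.5 Tex14, a germ cell transcript, had 59.7 ± 21.9 CPM in WT and 39.1 ± 9.15 CPM in KO (log2 fold change -0.61, SE 0.35, adjusted p = 0.43, edgeR; SD, n = 3 and 2), with log2 fold changes of -0.68 and -0.67 at E15.5 and PND 0 (adjusted p = 0.40 and 0.28, edgeR). Cep55 had log2 fold changes of 0.11, -0.068 and 0.11 at the 3 ages (adjusted p = 0.69, 0.84 and 0.50, edgeR), and Anln of 0.18, -0.035 and 0.20 (adjusted p = 0.28, 0.90 and 0.10, edgeR). For the 7 bridge genes the median was 0.11 at E13.5, -0.035 at E15.5 and 0.10 at PND 0 (adjusted p = 0.30, 0.71 and 0.52, limma's camera). The log2 fold change of Tex14 was beyond the 1.5-fold limit (0.585) in size at each age, with an SE of 0.35, 0.30 and 0.37. It failed by adjusted p alone, so a fall of that size is not excluded for it. Tex14 is also in the list of germ cell markers, whose medians were -0.89, -0.66 and -1.0 at the 3 ages. Whole-testis counts do not separate bridge transcripts per germ cell from germ cell number or from transcripts of other cells.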

The failure to form stable intercellular bridges as a cause of multinucleated cell formation is unsupported by our transcriptional data, as *Tex14*, *Cep55*, and *Anln* are not significantly altered. The driver of this phenotype remains to be determined.

The finding of germ cells outside the cords at E15.5 in *Inha* KO testes is highly unusual, given that macrophages engulf both germ and Sertoli cells outside of the cords as early as E11.5 (55). Both F4/80+ (macrophages) and Ly6G+ (neutrophils) cells are detected inside cords adjacent to germ cells at E13.5 through to PND0 (14), so it is plausible that their number or function within the developing testis is affected by activin A, a known modulator of immune cells in adult testes (60). In addition, factors that compromise the cord basement membrane or enhance germ cell motility could underlie this phenotype. Although the mechanisms regulating initial testis cord formation appear fully functional, with germ cells enclosed by Sertoli cells at E13.5, changes in cord area and number measured at this age demonstrate that exposure to unopposed activin A disturbs this process to some degree. Following initial cord formation, cord structures are actively maintained by Sertoli, peritubular myoid, Leydig and immune cells (61). Although many genes with known roles in cord morphogenesis were not altered in our model (*Wt1*, *Ctnnb1*, *Sox8*, *Sox9*, *Gpr56*, *Stim1*, *Nr0b1*, *Col4a1*, *Col4a2*), transcripts encoding the type IX collagen, *Col9a3*, were decreased prematurely in E15.5 *Inha* KO testes when germ cells are present in the interstitium. This Sertoli cell-expressed gene (62) is negatively regulated by activin A (19). 

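Col9a3 encodes a chain of type IX collagen in the matrix around the cords. Its transcript had 213 ± 54.7 CPM in WT and 167 ± 10.3 CPM in KO at E13.5 (log2 fold change -0.35, SE 0.18, adjusted p = 0.36, edgeR; SD, n = 3 and 2) and fell at E15.5 from 85.1 ± 10 to 33.1 ± 4.83 CPM (log2 fold change -1.36, SE 0.17, adjusted p = 7.3e-04, edgeR; SD, n = 3 each). At PND 0 WT testes had 15.7 ± 2.03 CPM, fewer than at E15.5 (log2 fold change -2.43, adjusted p = 8.1e-08), and KO testes 9.45 ± 1.63 CPM (log2 fold change -0.74, SE 0.19, adjusted p = 0.044, edgeR; SD, n = 3 each). At E15.5 Wt1, Sox8 and Sox9, transcription factors of Sertoli cells, had log2 fold changes of -0.059, -0.15 and -0.22 (adjusted p = 0.88, 0.59 and 0.68, edgeR), and the basement membrane collagens Col4a1 and Col4a2 of 0.25 and 0.19 (adjusted p = 0.51 and 0.55, edgeR). The 9 cord genes had 0 called at any age, with medians of -0.093, 0.0035 and -0.091 (adjusted p = 0.77, 0.88 and 0.87, limma's camera). The PND 0 call of Col9a3 was lost without WT replicate 1, 2 or 3 (adjusted p = 0.081, 0.11 and 0.073, edgeR), without KO replicate 2 or 3 (0.22 and 0.091, edgeR), with only the PND 0 samples fitted (0.093, edgeR), with a robust dispersion (0.053, edgeR) and with limma voom (adjusted p = 0.11).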

The functional relevance remains speculative, as to our knowledge, *Col9a3* KO mice exhibit no apparent abnormalities of testicular function, although abnormal seminal vesicle morphology has been indicated (https://www.informatics.jax.org/vocab/mp_ontology/MP:0002059). The function of CCL17 exclusively transcribed in Sertoli cells of the fetal testis (48, 63), is unknown, however its role in priming dendritic cell migration (64) suggests that its upregulation in the *Inha* KO testis may enhance inappropriate germ cell movement.

This study identified phenotypes in fetal mouse testes that are common to male mice exposed *in utero* to unopposed activin A and to various EDCs (DEHP, MEHP, DBP), including altered seminiferous cord formation and the presence of multinucleated gonocytes. Both activin A and MEHP, a phthalate ester, promote reduced germ cell numbers and disrupt steroidogenesis during fetal life (27). Phthalate exposure can also increase the incidence of hypospadias and cryptorchidism (50, 65), though this has not been observed in *Inha* KO mice. Fetal Sertoli cells may be particularly susceptible to both activin A levels and to EDCs; chronic DBP exposure in fetal mice changes cord profiles and decreases Sertoli cell number in adulthood (66); the gap junction transcript, *Gja1*, is lowered in rat testes by DEHP (67) but is increased in isolated PND6 mouse Sertoli cells by activin A (68). Together these data strongly indicate that EDCs and activin A each generate multiple TDS phenotypes, affecting the same cell types and processes central to fetal testicular development through common pathways. Interestingly, the combined treatment with activin and MEHP in this study reduced the proportion of gonocytes outside the cords but yielded a similar proportion of MNGs, when compared to exposure to either factor alone. Transcriptional analyses of a limited number of somatic and germ cell genes identified two Sertoli cell specific transcripts, *Amh* and *Ccl17*, affected by both activin and MEHP. *Amh* was reduced in each treatment group, while *Ccl17* levels are increased by activin A and by MEHP, indicating that several aspects of Sertoli cell number and/or function are impaired by altered activin A and by phthalate exposure. The importance of AMH and activin B in maintenance of masculinised supporting cells affects the Sertoli cell lineage between E12.5 and E15.5 (69). It is thus apparent that the unopposed/elevated activin A levels in the *Inha* KO similarly acts on Sertoli cells in this same window of sensitivity, fitting with the observation of activin receptor transcripts in Sertoli lineage cells, and demonstrated by our analysis of *Inhba* KO mouse testes (19). The potential for endocrine disruption to further exacerbate the outcomes of inappropriate modulation of activin levels during this window of gonad development presents an important avenue for investigation.

Overall, comparison of testes from mice with unopposed activin A and those lacking activin A reveals several opposing phenotypes that highlight the importance of optimal bioavailability of this growth factor. This study has demonstrated that there is a progression of outcomes in the fetal mouse testis which are evident immediately after sex determination through to birth, with both somatic and germ cell populations affected. Ingenuity Pathway Analysis identification of factors that may influence the outcome of altered activin A bioactivity levels provides a starting point for examining potential interactions with therapeutics and physiological conditions. How the substantial loss of germ cells in PND0 *Inha* KO testes affects initiation and establishment of postnatal spermatogenesis is currently under investigation.

## Data availability statement

The data presented in the study are deposited in the GEO repository, accession number GSE236618.

## Ethics statement

The animal study was approved by Monash University Animal Ethics Committee. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

PW and KL conceived and designed the study. PW and ML performed experiments. PW, ML, LO’D, DH, KL analyzed and interpreted data. PW, ML, KL wrote first draft. PW, LO’D, KL reviewed and edited manuscript. KL funded project. All authors read and approved the final version of the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

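RNA sequencing counts of 17 whole testes were analysed, from Inha WT and KO mice at E13.5, E15.5 and PND 0. The authors filtered the paired-end reads with SOAPnuke, aligned them to GRCm38 with STAR through RNAsik (version 1.5.4) and made a table of counts per gene with featureCounts, and they tested it with limma voom in Degust after TMM scaling. The genotype field of the 3 samples titled WT at E15.5 reads KO, and the titles were followed. The deposited table holds raw counts, as whole numbers, for 19110 genes in 17 columns, and no other column. Every gene reached 11 or more counts in some library, so genes with fewer are absent from it. In the table 24 gene names had been turned into dates, and these were restored from the gene identifiers. Names were matched through identifiers to GENCODE (vM21, GRCm38), where 19028 were found. Total counts lay between 21020002 and 22166752, so 1 CPM corresponds to about 21 to 22 counts per library. Libraries of the same group differed by more than counting noise (chi-square per gene from 6.1 to 22.7), so none was taken for a repeat of another.

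Counts were scaled by TMM and tested with edgeR (4.0.16) by its quasi-likelihood test in R (4.3.3), with one model of 6 groups. The filter of edgeR removed 475 genes and left 18635. KO was compared with WT at each age, and the difference of these comparisons between each 2 ages was tested as an interaction. P-values were adjusted over all tested genes of a comparison by the method of Benjamini and Hochberg. A gene was called changed at an adjusted p below 0.05 and a fold change of at least 1.5, as in the paper's results, while its methods also give an absolute log2 fold change over 1.5. CPM values are scaled by the total of the TMM-scaled library, and SD is over libraries. An SE given with a median and a number of genes is over those genes, taken as independent. It does not measure the spread among animals. Overlaps between ages were set against the product of the 2 counts over the genes tested. Principal components were taken from log2 CPM with a prior count of 2.

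Lists of genes for steroid and sterol synthesis, cell types of the testis, activin signalling and the processes that the paper names were written before the data were examined, as were the comparisons, the thresholds and the alternatives. Each list was tested with camera of limma (3.58.1) at a preset correlation of 0.01 and again with an estimated correlation. Genes were named by a rule: every gene that the paper names for these samples, the 10 largest changes in each direction at each age with at least 5 CPM in the higher group and no overlap between genotypes, up to 4 changed genes of each list (or the 2 with the highest CPM where none changed), and Hprt and Obsl1. The names in the paper's tables had been seen when the rule was written. The genes printed are a selection from these, made with the values in view, and genes whose calls held in more of the alternatives were preferred, so they are not a random sample of the changed genes. The study's changed genes with their cell types, and its upstream regulators, were read from its supplementary tables.

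Alternatives were DESeq2 (1.42.0), limma voom, RLE scaling, library sizes alone, no filter and a stricter filter on low counts, a robust dispersion, the samples of 1 age alone, other thresholds, glmTreat, the leading number of the labels as a block, and each library left out in turn. Libraries were also regrouped into all other splits of 3 against 3 at E15.5 and PND 0. The steps were tested on simulated counts with known changes. At E13.5, 27 of 67 genes with a 1.5-fold change, 56 of 67 with a 2-fold change and 64 of 66 with a 4-fold change were found. There were 4 false calls of 151. Each simulated gene had the dispersion of the fitted trend, with no scatter around it and no effect of the label number. Only genes above a minimum mean count were changed. Recovery may therefore be lower, and false calls more frequent, in the real counts. Figures were drawn with matplotlib (3.10.9) in Python (3.11.15). The study's functional clusters, pathway scores, tissue sections, steroid measurements and cultures were not analysed here.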

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

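The other splits of the samples, the comparison by label number and that with macrophages were chosen only after the result was seen, and so was the rule that the stage test must hold without each library. The changes between genotypes differed between ages for 320 genes (E13.5 and E15.5), 4 genes (E15.5 and PND 0) and 528 genes (E13.5 and PND 0), by an interaction test with edgeR. Between E15.5 and PND 0, 10 of 60 groupings of the same libraries, the real one included, gave 4 genes or more (highest 957). Chance is thus not excluded for that count. Why some groupings gave high counts was not tested.

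Lists of genes stood out because their change differed between ages. Between E13.5 and E15.5 the median difference in log2 fold change, tested with limma's camera, was 3.37 for adrenal-like steroidogenic cells (adjusted p = 9.0e-13), 0.98 for cholesterol biosynthesis (adjusted p = 5.8e-46), -0.21 for endothelial cells (adjusted p = 0.011 and 0.66 with an estimated correlation) and 0.57 for fatty acid synthesis (adjusted p = 2.0e-14). The same difference was 1.82 for fetal Leydig cell markers (adjusted p = 4.7e-64), 0.069 for heat shock genes (adjusted p = 1.6e-04 and 0.17 with an estimated correlation), 0.47 for immediate early genes (adjusted p = 0.043 and 0.68 with an estimated correlation) and 2.79 for Leydig steroidogenesis (adjusted p = 5.3e-53). It was also 0.24 for Sertoli cell markers (adjusted p = 3.8e-06 and 0.056 with an estimated correlation) and 0.40 for sterol uptake and sensing (adjusted p = 2.4e-07). From E15.5 to PND 0 the median difference in log2 fold change, tested with limma's camera, was -0.61 for endothelial cells (adjusted p = 3.7e-12 and 0.11 with an estimated correlation), -0.30 for fetal Leydig cell markers (adjusted p = 8.9e-06 and 0.15 with an estimated correlation), -1.08 for interferon-stimulated genes (adjusted p = 7.5e-11 and 0.29 with an estimated correlation) and -0.17 for interstitial and Leydig progenitors (adjusted p = 6.6e-04 and 0.24 with an estimated correlation). The same difference was -0.67 for germ cell pluripotency genes (adjusted p = 0.0057 and 0.66 with an estimated correlation) and 0.12 for proliferation genes (adjusted p = 0.021 and 0.51 with an estimated correlation). Comparing E13.5 with PND 0, the median difference in log2 fold change, tested with limma's camera, was 2.53 for adrenal-like steroidogenic cells (adjusted p = 7.4e-07), 1.15 for cholesterol biosynthesis (adjusted p = 1.7e-37), -0.81 for endothelial cells (adjusted p = 5.3e-15 and 0.065 with an estimated correlation) and 0.72 for fatty acid synthesis (adjusted p = 1.7e-13). The same difference was 1.78 for fetal Leydig cell markers (adjusted p = 3.5e-30), 0.37 for heat shock genes (adjusted p = 3.8e-06 and 0.085 with an estimated correlation), -0.96 for interferon-stimulated genes (adjusted p = 3.9e-06 and 0.54 with an estimated correlation) and 2.44 for Leydig steroidogenesis (adjusted p = 6.1e-36). It was also -0.74 for germ cell pluripotency genes (adjusted p = 0.0014 and 0.62 with an estimated correlation), 0.38 for Sertoli cell markers (adjusted p = 8.4e-09) and 0.24 for sterol uptake and sensing (adjusted p = 4.8e-04 and 0.058 with an estimated correlation). Values given without a second p passed with an estimated correlation too.

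Other lists stood out because they passed limma's camera with its preset correlation and few or none of their genes are named in the paper's text, although it describes germ cells and macrophages. At E13.5 the median log2 fold changes were germ cell markers -0.89 (0 higher and 0 lower of 22, 0 and 0 over the list alone, adjusted p = 2.7e-04, 0.55 with an estimated correlation), male germ cell differentiation -1.31 (0 higher and 1 lower of 10, 0 and 1 over the list alone, adjusted p = 0.019, 0.55 with an estimated correlation) and proliferation genes 0.18 (0 higher and 0 lower of 16, 0 and 0 over the list alone, adjusted p = 5.0e-04, 0.26 with an estimated correlation). Further medians were endothelial cells 0.34 (2 higher and 0 lower of 16, 5 and 0 over the list alone, adjusted p = 7.0e-07, 0.29 with an estimated correlation), activin and TGF-beta feedback genes 0.23 (0 higher and 0 lower of 15, 1 and 0 over the list alone, adjusted p = 0.0041, 0.055 with an estimated correlation) and ovarian supporting cell genes 0.27 (0 higher and 0 lower of 10, 3 and 0 over the list alone, adjusted p = 0.027, 0.19 with an estimated correlation). Others were heat shock genes -0.21 (1 higher and 5 lower of 14, 1 and 5 over the list alone, adjusted p = 2.9e-04, 0.20 with an estimated correlation). With 1 E13.5 library left out the medians went from -1.07 to -0.38 for germ cell markers, -1.69 to -0.44 for male germ cell differentiation, 0.094 to 0.23 for activin and TGF-beta feedback genes, 0.25 to 0.42 for ovarian supporting cell genes and -0.26 to -0.13 for heat shock genes. Leaving out 1 E13.5 library ended the call of male germ cell differentiation (without WT replicate 3 or KO replicate 1, adjusted p = 0.32 and 0.055). At E15.5 the median log2 fold changes were interstitial and Leydig progenitors 0.11 (0 higher and 0 lower of 22, 0 and 0 over the list alone, adjusted p = 0.020, 0.43 with an estimated correlation), germ cell markers -0.66 (0 higher and 0 lower of 22, 0 and 0 over the list alone, adjusted p = 5.7e-07, 0.43 with an estimated correlation) and male germ cell differentiation -0.76 (0 higher and 0 lower of 10, 0 and 0 over the list alone, adjusted p = 0.0017, 0.45 with an estimated correlation). Further medians were germ cell pluripotency genes -0.43 (0 higher and 0 lower of 12, 0 and 0 over the list alone, adjusted p = 0.032, 0.62 with an estimated correlation), proliferation genes 0.10 (0 higher and 0 lower of 16, 0 and 0 over the list alone, adjusted p = 0.020, 0.45 with an estimated correlation) and endothelial cells 0.16 (0 higher and 0 lower of 16, 0 and 0 over the list alone, adjusted p = 0.010, 0.55 with an estimated correlation). Others were skeletal muscle genes -0.60 (0 higher and 0 lower of 15, 0 and 1 over the list alone, adjusted p = 7.4e-04, 0.14 with an estimated correlation), activin and TGF-beta feedback genes 0.12 (2 higher and 0 lower of 15, 2 and 0 over the list alone, adjusted p = 0.0042, 0.055 with an estimated correlation) and ovarian supporting cell genes 0.31 (3 higher and 0 lower of 10, 4 and 1 over the list alone, adjusted p = 1.2e-04, and 0.023 with an estimated correlation). With 1 E15.5 library left out the medians went from 0.054 to 0.14 for interstitial and Leydig progenitors, -0.96 to -0.41 for germ cell markers, -1.22 to -0.44 for male germ cell differentiation, -0.68 to -0.11 for germ cell pluripotency genes and 0.15 to 0.53 for ovarian supporting cell genes. Leaving out 1 E15.5 library ended the call of interstitial and Leydig progenitors (without WT replicate 1 or KO replicate 2, adjusted p = 0.14 and 0.14), male germ cell differentiation (without KO replicate 2, adjusted p = 0.058), germ cell pluripotency genes (without WT replicate 1, WT replicate 2, KO replicate 2 or KO replicate 3, adjusted p = 0.16, 0.73, 0.45 and 0.067), proliferation genes (without WT replicate 1 or KO replicate 2, adjusted p = 0.27 and 0.14) and endothelial cells (without WT replicate 1, adjusted p = 0.052). At PND 0 the median log2 fold changes were germ cell markers -1.0 (0 higher and 1 lower of 22, 0 and 13 over the list alone, adjusted p = 1.8e-08, 0.36 with an estimated correlation), male germ cell differentiation -0.82 (0 higher and 0 lower of 10, 0 and 0 over the list alone, adjusted p = 0.043, 0.62 with an estimated correlation) and germ cell pluripotency genes -0.93 (0 higher and 1 lower of 12, 0 and 2 over the list alone, adjusted p = 1.1e-05, 0.32 with an estimated correlation). Further medians were meiosis and retinoic acid genes -0.34 (0 higher and 1 lower of 14, 0 and 1 over the list alone, adjusted p = 0.032, 0.32 with an estimated correlation), proliferation genes 0.18 (0 higher and 0 lower of 16, 0 and 0 over the list alone, adjusted p = 8.1e-06, 0.15 with an estimated correlation) and endothelial cells -0.43 (0 higher and 1 lower of 16, 0 and 3 over the list alone, adjusted p = 2.8e-06, 0.30 with an estimated correlation). Others were macrophages 0.28 (0 higher and 0 lower of 13, 0 and 0 over the list alone, adjusted p = 0.019, 0.55 with an estimated correlation), skeletal muscle genes -0.42 (0 higher and 0 lower of 15, 0 and 3 over the list alone, adjusted p = 0.0069, 0.20 with an estimated correlation) and interferon-stimulated genes -1.05 (0 higher and 2 lower of 27, 0 and 18 over the list alone, adjusted p = 1.7e-11, 0.26 with an estimated correlation). The last were heat shock genes 0.13 (1 higher and 0 lower of 14, 1 and 0 over the list alone, adjusted p = 0.049, 0.48 with an estimated correlation). With 1 PND 0 library left out the medians went from -0.72 to -0.27 for endothelial cells, 0.20 to 0.43 for macrophages, -1.66 to -0.75 for interferon-stimulated genes and 0.073 to 0.18 for heat shock genes. Leaving out 1 PND 0 library ended the call of male germ cell differentiation (without WT replicate 1, WT replicate 2, KO replicate 1 or KO replicate 3, adjusted p = 0.057, 0.093, 0.060 and 0.13), meiosis and retinoic acid genes (without WT replicate 1, KO replicate 2 or KO replicate 3, adjusted p = 0.11, 0.060 and 0.054), macrophages (without KO replicate 2 or KO replicate 3, adjusted p = 0.077 and 0.061) and heat shock genes (without WT replicate 1, WT replicate 2, KO replicate 2 or KO replicate 3, adjusted p = 0.14, 0.14, 0.10 and 0.093). Among 10 splits of 3 against 3 libraries per age, the real one called 13 lists at E15.5 and 16 at PND 0 and the highest other split 11 at each age (p adjusted within the age here, and over the 3 ages elsewhere, which gives 15 at PND 0), so a list called with the preset correlation alone is weak evidence.

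Named genes stood out where their change differed between ages (edgeR interaction test, all with an adjusted p below 0.05), and each is given for the 2 ages with its lowest p. Between E13.5 and E15.5 the difference in log2 fold change was 3.52 for Cdhr5, 1.44 for Cdk18, 1.38 for Chdh, 5.83 for Clps, -1.01 for Col9a3, 3.08 for Crhr1, 5.55 for Cyp11a1, 4.3 for Cyp17a1, 1.08 for Defb19 and 1.59 for Dhcr7. Further differences were 1.21 for Fads2, 1.68 for Fdps, 2.4 for Fdx1, 3.79 for Hsd3b1, 1.7 for Hspa1a, 0.98 for Insig1, 4.21 for Insl3, 3.73 for Lhcgr, 1.77 for Lss and 4.84 for Mal. In addition it was 1.35 for Mc2r, 3.37 for Mrap, 1.43 for Msmo1, 1.24 for Nsdhl, 2.57 for Ren1, 0.45 for Scap, 2.6 for Sct, 3.48 for Slc45a3, 4.69 for Xdh and 1.46 for Zfyve28. Between E15.5 and PND 0 the difference in log2 fold change was -1.06 for Cbln1 and -1.54 for Pnmt. Between E13.5 and PND 0 the difference in log2 fold change was 1.85 for Akr1b7, 3.1 for Ano3, 1.73 for Apoc1, -2.65 for Ccl17, 0.73 for Cdkn1c, 1.9 for Cldn11, -1.39 for Cx3cl1, 1.89 for Fbp1, 4.36 for Hao2 and 0.43 for Hprt. Further differences were 0.58 for Hsd17b3, 1.44 for Inhba, -2.38 for Lefty2, 1.34 for Me1, -2.92 for Mrap2, 1.98 for Scarb1, 2.02 for Shisa8, 2.25 for Slc26a7, 3.61 for Star and 2.02 for Tmem114. In addition it was -2.15 for Tnnc1.

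Leydig cell transcripts were lower in E13.5 KO testes and closer to WT at the later ages, and 2 technical explanations were weighed against the genotype. If the E13.5 KO embryos were at an earlier stage, germ cell genes that rise in WT after E13.5 would be lower too, and their median log2 fold change was -1.32 (SE 0.434, 7 genes), but -0.37 without E13.5 WT replicate 3. Markers of all germ cells had a median of -0.89 as well (0 of 22 called, adjusted p = 2.7e-04 with limma's camera, 0.55 with an estimated correlation, and a median of -0.38 without E13.5 WT replicate 3). The stage test thus cannot separate a younger stage from fewer germ cells. The paper reports a lower gonocyte density at E15.5 and PND 0 but not at E13.5, where it describes the germ cells as grossly normal. A smaller share of interstitial cells would lower the interstitial and progenitor genes too, and their median was 0.00053 (SE 0.0543, 22 genes). With 1 E13.5 library left out that median went from -0.076 to 0.091. These SEs are over genes and do not measure the spread among animals. The genotype, a younger stage of the 2 KO embryos or both could give the Leydig values, and these samples cannot tell them apart. The paper's methods stage the embryos by their limbs and name WT and KO littermates. At E13.5, however, no WT library shares a leading label number with a KO library, so the labels do not show littermates among them. A difference tied to that number cannot be told from one of genotype at this age.

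Interferon-stimulated genes had a median log2 fold change of -1.05 at PND 0 (0 higher and 2 lower of 27, adjusted p = 1.7e-11 with limma's camera and 0.26 with an estimated correlation). Median log2 differences from the WT mean were 0.044, 0.35 and -0.34 in WT replicates 1, 2 and 3 and -0.12, -1.41 and -1.67 in KO replicates 1, 2 and 3. The leading number of the labels sets WT replicates 1 and 2 with KO replicate 1, and within that set the KO library differed by -0.34 (SE 0.0701, 27 genes), which rests on 1 KO library whose value had been seen and decides nothing. Fewer macrophages would lower their markers, whose median was 0.28 (SE 0.0616, 13 genes). A difference tied to the label number and one of genotype both stay open, and no other biological explanation was tested.

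Heat shock genes at E13.5 were 5 lower and 1 higher of 14 (median -0.21, adjusted p = 2.9e-04 with limma's camera and 0.20 with an estimated correlation), with Hspa1a at -1.53 (SE 0.27, adjusted p = 0.0025, edgeR, and 0.064 without E13.5 KO replicate 1). Handling before freezing would move the immediate early genes too, and their median was -0.26 (SE 0.40, 13 genes), which does not decide it. No biological explanation was tested for this pattern.

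The genes changed at each later age were compared with other splits of the same libraries. At E15.5 the real split called 83 genes and the highest of the other 9 splits 13. At PND 0 the real split called 360 genes and another split, which follows the leading numbers of the labels, called 562, so 2 of 10 splits, the real one included, reached the real count. With 10 splits no p below 0.1 can be had.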

How the results depend on the processing

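The overlaps between ages under each setting, and limma voom with no filter, were chosen only after the result was seen, and the other alternatives were set before. The cause of each shift was not tested, apart from the loss of samples where libraries were left out. Of 225 calls of a named gene at an age, none turned direction in any setting run at that age. In all settings of their age 73 held (64 of 107 at E13.5, 6 of 47 at E15.5 and 3 of 71 at PND 0). The leading label number was used as a block at E15.5 and PND 0 only. That block kept 6 of all 83 genes called at E15.5 and 3 of all 360 at PND 0. The E13.5 calls did not face it, so the shares cannot be compared between E13.5 and the later ages.

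With DESeq2 E15.5 had 165 genes (78 lower), all 3 ages shared 28, E13.5 and E15.5 shared 57, E15.5 and PND 0 shared 52, and the interaction tests gave 514 (E13.5 and E15.5), 120 (E15.5 and PND 0) and 956 (E13.5 and PND 0). With limma voom the interaction between E15.5 and PND 0 gave 2 genes, and 2 with no filter. With only the samples of that age E15.5 had 38 lower genes, PND 0 had 18 (8 higher and 10 lower), all 3 ages shared 4, E15.5 and PND 0 shared 6 and E13.5 and PND 0 shared 7. By adjusted p alone E13.5 had 819 genes (229 higher), PND 0 had 857 (471 higher), all 3 ages shared 19, E15.5 and PND 0 shared 38 and E13.5 and PND 0 shared 95. At an absolute log2 fold change over 1.5, E13.5 had 196 genes (13 higher and 183 lower), E15.5 15 (9 and 6), PND 0 105 (12 and 93), all 3 ages 2, and the overlaps were 7 (E13.5 and E15.5), 2 (E15.5 and PND 0) and 8 (E13.5 and PND 0). With glmTreat against 1.5-fold E13.5 had 179 (9 higher and 170 lower), E15.5 11 (5 and 6), PND 0 3 (0 and 3), all 3 ages 2, and the overlaps were 7, 2 and 2. With the leading label number as a block, whose meaning is not given in the sources used here, E15.5 had 21 genes (6 higher and 15 lower) and PND 0 4 (2 and 2).

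Lists passing limma's camera fell to 6, 1 and 0 at the 3 ages with an estimated correlation, to 4 at E15.5 with fry and to 7 at PND 0 without the paper's DEGs. Without those genes the cholesterol list at E13.5 turned higher (adjusted p = 0.86), since its members among them are removed, and the erythroid list at E15.5 turned lower without E15.5 KO replicate 2 (adjusted p = 2.1e-05, with a range of 2.1e-05 to 0.754 over the libraries left out). The first 2 components held 39.0% and 27.6% over the genes of Supplementary Table 1, while over all genes kept by the filter they held 39.5% and 16.6%. At PND 0 3 of 41 genes within 1 Mb of Inha were changed (Fisher's exact p = 0.044), and the test did not pass within 5 Mb (exact p = 0.0905). These p-values are not adjusted for the ages and windows tested, and no other age passed in either window. Of the 3 genes, Obsl1 and Gm15181 lie 0.625 and 3.7 kb from Inha.

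Leaving out 1 library at a time gave 299 to 633 genes at E13.5 (37 to 116 higher, 262 to 517 lower), 30 to 305 at E15.5 (19 to 58 higher, 10 to 247 lower) and 36 to 1093 at PND 0 (13 to 304 higher, 23 to 789 lower). All 3 ages shared 7 to 19, and the interaction tests gave 143 to 422 (E13.5 and E15.5), 2 to 395 (E15.5 and PND 0) and 157 to 1116 (E13.5 and PND 0). The lists passing at E15.5 numbered 8 to 14. Without either E13.5 KO library the lone one left is assumed to vary like the other groups. Depth was even, with totals from 21020002 to 22166752. In simulated counts a 1.5-fold change was found for 27 of 67 genes at E13.5, 33 of 67 at E15.5 and 19 of 67 at PND 0, and a 4-fold change for 64, 64 and 65. The simulated counts held no scatter of dispersion around its trend and no effect of the label number, so recovery in the real counts may be lower.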

Differences from the paper's values

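Limma voom with no filter on low counts was chosen only after the result was seen. The paper counts 5 genes increased at all 3 ages, and 3 were increased here. Among the alternatives set before the data were examined, DESeq2 (7 genes) and limma voom (5) were within 1.5 times the paper's count, while RLE scaling, library sizes alone, no filter on low counts, a stricter filter and a robust dispersion (3 each) were not.

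Of the 12 genes that the paper names as altered at all 3 ages, 8 were called at all 3 here. Rhpn1 (adjusted p = 0.053), Pla2g2f (0.087), Gm15181 (0.10) and Trpv3 (0.059) did not pass at E15.5 with edgeR. DESeq2 called 11 of the 12 (not Gm15181), limma voom 12, and the stricter filter 9 (with Rhpn1 at 0.050). Cyp11b1, Fbp1 and Il17rb were called at all 3 ages here and are not among the paper's 12.

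At the paper's thresholds in its results section, 534, 83 and 360 genes were called here, against the paper's 466, 85 and 411. Limma voom with TMM and no filter gave 466, 85 and 411 genes and dropped 0 of the paper's genes, a setting chosen after the values were seen. Limma voom with the filter gave 472, 86 and 401.

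For Hsd17b1 at E15.5, which the paper has increased, the log2 fold change was 0.90 (SE 0.24, adjusted p = 0.12, edgeR), with 0.059 from DESeq2, 0.079 from limma voom and 0.0020 from edgeR when only the E15.5 samples were fitted, the setting that calls it. For Hsd3b1 at PND 0, which the paper has decreased, the log2 fold change was -0.55 (SE 0.16, adjusted p = 0.055, edgeR), with 0.012 from DESeq2 and 0.045 from limma voom, below a 1.5-fold change in each. For Hsd17b3 at PND 0, which the paper has increased, the log2 fold change was 0.37 (SE 0.07, adjusted p = 0.016, edgeR), below a 1.5-fold change in every setting, with 2.4e-04 from DESeq2 and 0.012 from limma voom. Hsd17b1 at PND 0 was called here, as in the paper. The paper's statements on these genes refer to Fig. 7A, whose axes give CPM while its legend names Fluidigm and an unpaired t-test with no fold threshold, so they are not known to rest on the sequencing or on a like test.

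The paper's text gives 7 activated and 34 inhibited upstream regulators beyond an absolute z of 3, and its Supplementary Table 2 holds 6 with z of at least 3 and 30 with z of -3 or less.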

Other observations

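No test below was chosen only after the result was seen, apart from the single genes marked below as chosen that way. Activin signalling feeds back on its own inhibitors, and Fstl3, which encodes a secreted activin-binding protein, rose at E15.5 from 4.86 ± 0.424 to 9.02 ± 0.643 CPM (SD, n = 3 each; log2 fold change 0.89, SE 0.17, adjusted p = 0.025, edgeR). Its call was lost with limma voom (adjusted p = 0.055) and without KO replicate 1 (0.066), KO replicate 2 (0.093), WT replicate 1 (0.095), WT replicate 2 (0.16) and WT replicate 3 (0.066) (edgeR). Inhba, which encodes the subunit of activin A itself, had log2 fold changes of -0.18 and -0.15 at E15.5 and PND 0 (adjusted p = 0.78 and 0.68, edgeR). Germ cell genes had few calls of their own, with Dazl and Ddx4, RNA-binding proteins of germ cells, at -0.40 and -0.53 at E13.5 (SE 0.33 and 0.31, adjusted p = 0.62 and 0.43, edgeR).

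Transcripts of Figure 9 not described above had these values in the sequencing, apart from Neurog3, which was not analysed here. The study measured them with Fluidigm assays and scaled gonocyte transcripts to Ddx4, while the values here are not so scaled. In Inha KO testes the paper reports Amh lower at multiple ages and Gja1 lower at E13.5. At PND 0 it reports Bcl6b and Rara higher and Sohlh1 lower. Amh, Gja1 and Rara passed at no age here, but the methods are not alike. Bcl6b, a transcription factor of spermatogonial stem cells, rose at E13.5 (log2 fold change 0.64, SE 0.17, adjusted p = 0.044, edgeR) and had -0.20 and 0.052 later (adjusted p = 0.68 and 0.88, edgeR). Its call was lost with library sizes alone (adjusted p = 0.055), with only the E13.5 samples fitted (0.072) and without KO replicate 1 (0.11), KO replicate 2 (0.37), WT replicate 1 (0.12) and WT replicate 3 (0.16) (edgeR). Sohlh1, a germ cell transcription factor, had log2 fold changes of -1.0, -0.66 and -1.35 at the 3 ages (adjusted p = 0.77, 0.55 and 0.071, edgeR), and it passed at E15.5 without KO replicate 3 (0.010). Snai1 and Snai2, transcription factors of cell migration, had 0.22, 0.15 and -0.24 (adjusted p = 0.46, 0.68 and 0.24, edgeR) and 0.33, -0.061 and -0.062 (adjusted p = 0.061, 0.85 and 0.71, edgeR). The transcription factor gene T had 1.0, -0.58 and -0.075 (adjusted p = 0.33, 0.69 and 0.95, edgeR). Amh, the Sertoli cell hormone that removes the Mullerian ducts, had log2 fold changes of 0.015, 0.17 and -0.20 at the 3 ages (adjusted p = 0.97, 0.42 and 0.13, edgeR). Gja1, which encodes a gap junction protein, had -0.23, 0.26 and 0.25 (adjusted p = 0.21, 0.20 and 0.081, edgeR), and Csf1, the macrophage growth factor, 0.39, 0.12 and 0.22 (adjusted p = 0.21, 0.79 and 0.31, edgeR). Serpina5, which encodes a protease inhibitor, had -0.30, 0.79 and 0.034 (adjusted p = 0.71, 0.17 and 0.95, edgeR), and Rara and Rarg, retinoic acid receptors, -0.056, 0.10 and 0.067 (adjusted p = 0.81, 0.66 and 0.61, edgeR) and -0.078, 0.11 and -0.036 (adjusted p = 0.88, 0.81 and 0.91, edgeR).

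Lists of steroid and sterol genes that passed limma's camera at later ages had these median log2 fold changes: cholesterol biosynthesis at E15.5 -0.18 (0 higher and 0 lower, 0 and 0 over the list alone, adjusted p = 9.8e-04 and 0.55 with an estimated correlation), fatty acid synthesis at E15.5 -0.093 (0 higher and 1 lower, 0 and 1 over the list alone, adjusted p = 0.027 and 0.50 with an estimated correlation) and adrenal-like steroidogenic cells at E15.5 -0.38 (0 higher and 1 lower, 0 and 1 over the list alone, adjusted p = 0.017 and 0.30 with an estimated correlation). With 1 E15.5 library left out the medians went from -0.23 to -0.10 for cholesterol biosynthesis, -0.16 to -0.052 for fatty acid synthesis and -0.50 to -0.22 for adrenal-like steroidogenic cells. Leaving out 1 E15.5 library ended the call of cholesterol biosynthesis (without KO replicate 1, adjusted p = 0.077), fatty acid synthesis (without WT replicate 3, KO replicate 1 or KO replicate 3, adjusted p = 0.094, 0.23 and 0.062) and adrenal-like steroidogenic cells (without WT replicate 1 or KO replicate 1, adjusted p = 0.075 and 0.085). In newborn testes they were adrenal-like steroidogenic cells at PND 0 -0.52 (0 higher and 2 lower, 0 and 2 over the list alone, adjusted p = 0.0025 and 0.19 with an estimated correlation), Sertoli cell markers at PND 0 0.17 (1 higher and 0 lower, 1 and 0 over the list alone, adjusted p = 0.017 and 0.32 with an estimated correlation) and Sertoli cell androgen and DHT synthesis at PND 0 0.37 (1 higher and 0 lower, 1 and 0 over the list alone, adjusted p = 0.014 and 0.19 with an estimated correlation). Leaving out 1 PND 0 library ended the call of Sertoli cell markers (without WT replicate 2 or KO replicate 1, adjusted p = 0.082 and 0.097).

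The lists that passed limma's camera at no age had these medians at E13.5, E15.5 and PND 0. They were Schwann cells -0.25, -0.44 and -0.21 (adjusted p = 0.30, 0.14 and 0.89), activin pathway components -0.018, 0.023 and -0.061 (adjusted p = 0.30, 0.42 and 0.25) and erythroid cells -0.31, 0.12 and 0.01 (adjusted p = 0.88, 0.88 and 0.92). Also measured were sex chromosome genes -0.14, 0.0046 and 0.046 (adjusted p = 0.41, 0.61 and 1.00), immediate early genes -0.26, 0.27 and 0.072 (adjusted p = 0.18, 0.17 and 0.41) and mesonephros and epididymis 0.072, 0.075 and 0.12 (adjusted p = 0.084, 0.89 and 0.59). The rest were neurons and chromaffin cells 0.28, -0.032 and -0.32 (adjusted p = 0.92, 0.39 and 0.067), peritubular myoid cells -0.052, 0.055 and 0.24 (adjusted p = 0.88, 0.25 and 0.25) and the spermatogonial stem cell genes 0.22, -0.061 and -0.062 (adjusted p = 0.12, 0.72 and 0.41). Among these lists the median and the direction of the test differed for neurons and chromaffin cells at E13.5, activin pathway components, sex chromosome genes and mesonephros and epididymis at E15.5 and Schwann cells and erythroid cells at PND 0, as they did for cord formation genes at E15.5 and PND 0.

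Among 41 tested genes within 1 Mb of Inha, 2, 1 and 3 were changed at the 3 ages (Fisher's exact p = 0.33, 0.17 and 0.044, not adjusted for the ages). Obsl1, the gene next to Inha on the other strand (chromosome 1, 75479310 to 75506452), had log2 fold changes of -0.67, -0.51 and -1.1 (adjusted p = 0.0014, 0.021 and 3.2e-05, edgeR). Asic4 rose at E15.5 (0.92) and Ccdc108 fell at PND 0 (-3.09), and both were chosen after their values were seen. Of 35 Hox genes 4 were higher at E13.5 (Hoxa7, Hoxa9, Hoxc9 and Hoxc10, 0.76, 1.1, 0.73 and 0.71, with Hoxa7 and Hoxc10 chosen after their values were seen), and mesonephros left on the testes of 1 group, which the paper's methods say was dissected away, was not settled by 4 duct genes (median -0.048, SE 0.598). Skeletal muscle genes had a median of -0.42 (SE 0.291, 15 genes) at PND 0, which does not settle whether tissue next to the testis was included.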
